# Single-cell analysis of murine fibroblasts identifies neonatal to adult switching that regulates cardiomyocyte maturation

**DOI:** 10.1038/s41467-020-16204-w

**Published:** 2020-05-22

**Authors:** Yin Wang, Fang Yao, Lipeng Wang, Zheng Li, Zongna Ren, Dandan Li, Mingzhi Zhang, Leng Han, Shi-qiang Wang, Bingying Zhou, Li Wang

**Keywords:** Developmental biology, Cardiovascular biology

## Abstract

Cardiac maturation lays the foundation for postnatal heart development and disease, yet little is known about the contributions of the microenvironment to cardiomyocyte maturation. By integrating single-cell RNA-sequencing data of mouse hearts at multiple postnatal stages, we construct cellular interactomes and regulatory signaling networks. Here we report switching of fibroblast subtypes from a neonatal to adult state and this drives cardiomyocyte maturation. Molecular and functional maturation of neonatal mouse cardiomyocytes and human embryonic stem cell-derived cardiomyocytes are considerably enhanced upon co-culture with corresponding adult cardiac fibroblasts. Further, single-cell analysis of in vivo and in vitro cardiomyocyte maturation trajectories identify highly conserved signaling pathways, pharmacological targeting of which substantially delays cardiomyocyte maturation in postnatal hearts, and markedly enhances cardiomyocyte proliferation and improves cardiac function in infarcted hearts. Together, we identify cardiac fibroblasts as a key constituent in the microenvironment promoting cardiomyocyte maturation, providing insights into how the manipulation of cardiomyocyte maturity may impact on disease development and regeneration.

## Abstract (web summary)

How cardiomyocytes mature and what regulates this is unclear. Here, the authors use single-cell analysis to examine how the population of murine cardiac fibroblasts changes during development and affects maturation of cardiomyocytes.

## Introduction

Unlike other cell types in the heart, cardiomyocytes (CMs) are terminally differentiated cells that lack proliferative capacity to repair myocardial damage caused by disease or other insults. Therefore, restoring the loss of cardiomyocytes remains a fundamental challenge in the treatment of cardiac injury, such as myocardial infarction. In past decades, enormous efforts were undertaken to reconstitute damaged cardiac tissues, typically using exogenous cell-based or cell-free therapies, which revolutionized our understanding of cardiac regeneration^1–9^. However, many hurdles still lie ahead on their road into the clinic. Adverse effects, such as arrhythmia and teratoma formation, were frequently observed in studies using pluripotent stem cell-derived cardiomyocytes due to their immature nature^1,4^. Another strategy commonly attempted was to arouse intrinsic programs to force endogenous mature cardiomyocytes back into the cell cycle, so as to supply the damaged myocardium via proliferation, whose reparative effects were marginal nonetheless^2,3,10–14^. Hence, development of more promising therapies requires an update on our understanding of cardiomyocyte maturation.

Compared to well-established mechanisms of cardiac fate commitment in embryonic development^15–21^, postnatal cardiomyocyte maturation is much less well molecularly defined, which many recent studies have started to address^22,23^. A panoply of factors, including transcription factors, microRNAs, as well as endothelial nitric oxide synthase (eNOS), were suggested to play crucial roles in the maturation of the conduction system in the heart, or in controlling other aspects of cardiomyocyte biology, such as metabolism, cell size, contractility, and proliferation^20,24,25^. These and other studies together suggested multi-layered regulatory networks in cardiomyocyte maturation, urging for more detailed and comprehensive characterization of the underlying molecular events.

The cell microenvironment is known to play critical roles in regulating cell fate by producing biophysical and biochemical cues, yet little is known about its roles in cardiomyocyte maturation. A recent study reported enhanced maturation of human embryonic stem cell-derived cardiomyocytes in a 3D tissue-engineered culture environment^26^. Alternatively, advanced cardiac maturation can be achieved by physical conditioning with increasing intensity over time, further underscoring the importance of the microenvironment in cardiac fate decisions^27^. In contrast to the biophysical environment, biochemical influences on cardiomyocyte maturation remain to be explored in greater depth.

In fact, postnatal heart development offers natural clues to understanding alterations in the cellular microenvironment, as well as their impact on the maturation of cardiomyocytes. Here, we apply single-cell RNA sequencing to analyze the cellular composition and interactions at different postnatal developmental stages, and unveil cardiac fibroblasts as the major constituent in the cellular niche driving cardiomyocyte maturation. Importantly, manipulation of fibroblasts or downstream signaling pathways regulates cardiomyocyte maturity, providing potentially viable strategies to improve outcomes of stem cell-based or cell-free therapies.

## Results

### Single-cell analysis of murine postnatal heart development

To understand the molecular underpinnings of cardiomyocyte maturation, we set out to investigate single-cell transcriptomic profiles of mouse cardiac cells at various postnatal developmental stages. To this end, we first acquired a single-cell RNA-Sequencing (scRNA-Seq) dataset of left ventricles from mouse hearts at postnatal days (P) 1, 4, 7, and 14 from a separate study. 

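Cells of the left ventricles at P1, P4, P7 and P14 were prepared on the ICELL8 platform, in which cells are dispensed into the nanowells of a chip and imaged, and the wells with 1 live cell receive reagents. Each well adds its own barcode and a unique molecular identifier (UMI, a random tag that marks the copies of 1 molecule) to the cDNA. There was 1 library per stage, with 7 mice at P1, 5 at P4, 6 at P7 and 2 at P14 according to Supplementary Fig. 1b. The well labels name regions of the heart at P1, P4 and P7, and 2 sources, regions and fractions (CM and NCM) at P14, but define none of them and name no animal. A stage was therefore 1 sample, no test across stages was made, and all intervals cover counting error only. The wells labelled API at P1 and P7 and those labelled A at P4 and P14 were taken as 1 region, called A, and Supplementary Fig. 1b gives their numbers of cells under API at all 4 stages. Hearts at P1, P4 and P7 were minced and digested, whereas P14 hearts were perfused and the cells separated into fractions, so the stage and the isolation cannot be separated at P14. The authors trimmed the reads, removed contaminants, aligned the rest to mm10 with STAR and assigned them to Ensembl genes with featureCounts. The deposited values are counts of UMIs per gene and well, without normalization. With the 37 mitochondrial genes left out, as in the Methods, the counts summed to 47461578 UMIs at P1, 86034023 at P4, 42387639 at P7 and 13247729 at P14. The mitochondrial genes took another part of the molecules, 25.5% of all UMIs at P1, 19.9% at P4, 28.2% at P7 and 60.7% at P14. Cells were filtered as in the Methods, integrated over the 4 libraries by canonical correlation analysis and clustered with Seurat on 2456 variable genes, from which the genes named in the text were left out. Clusters were named from markers fixed in advance. No doublet caller was applied, since wells were selected by imaging. For each class of cells and stage the UMIs were summed and scaled by their total to CPM (counts per 1000000), and changes from P1 are log2 ratios of CPM + 10. P56 cells and the authors' pseudotime are not analysed here.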

To further capture the mature cardiac state, we performed scRNA-Seq on left ventricles of P56-hearts using the same experimental design and platform (Supplementary Fig. 1a). The image-based selection of individual cells used in our system assured the reliability of sample input, precluding dead cells and multiplets (Supplementary Fig. 1a). A total of 2497 cells, including both cardiomyocytes (CMs) and non-cardiomyocytes (NCMs), from two P56-mouse hearts, were sequenced (Supplementary Fig. 1b), of which 2137 qualified for subsequent analysis upon stringent filtering (please see “Methods” for details regarding quality control). All data (P1, P4, P7, P14, and P56) reached a median depth of 233,320 reads/cell, 84% alignment rate/cell, and 2610 genes/cell (Supplementary Fig. 1c–e). 

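Among the cells of P1 to P14 that passed the filters, the median number of read pairs per cell was 262023 at P1, 267504 at P4, 126658 at P7 and 251828 at P14. The median share of aligned read pairs was 83.7%, 88.5%, 82.7% and 81.5% in the same order. Read depth and recovered molecules went apart at P14, where the median was 8301 UMIs per cell, against 27130 at P1, 45779 at P4 and 21924 at P7. UMIs per cell ranged from 678 to 171857 at P1, from 951 to 197007 at P4, from 1320 to 154699 at P7 and from 795 to 79297 at P14. Genes detected per cell followed the molecules, with a median of 3437.5 at P1, 3837 at P4, 2545 at P7 and 1436.5 at P14. Over the 4 stages together the medians were 189451 read pairs, 84.0% alignment, 2725 genes and 22918 UMIs per cell. Shares of cells with a UMI of a gene were therefore compared between stages after each cell had been thinned to 5000 UMIs at random, whereas the shares of classes are over all cells that passed.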

Following quality control, we performed *t*-distributed stochastic neighbor embedding (*t*-SNE) analysis with Seurat to define major cell clusters in P56 hearts, which included cardiomyocyte (CM), endothelial cell (EC), fibroblast (FB), macrophage (MP), smooth muscle cell (SMC), T cell (TC), and granulocyte (GR) clusters, based on their respective molecular signatures (Fig. 1a–c). 

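Of the 107 housekeeping genes of Supplementary Data 33, 103 were matched to the files, and principal component analysis was performed on their log-normalized values in 4434 cells. Component 1 held 6.68% of the variance, and 64.0% of the variance along it lay between the stages, against 15.1% between the classes of cells. Its median was 1.66 at P1, 1.83 at P4, 0.494 at P7 and −3.83 at P14, so P14 cells lay apart from the other stages. Component 2 had 22.8% of its variance between the stages. Depth differed between the libraries, and thinning the cells to equal UMIs was the alternative that moved the value most, to 52.2% of component 1 and 14.8% of component 2 in 4016 cells. In cells simulated without any difference between stages but with the real depths, the stages took 21.3% of component 1 before and 0.127% after thinning. The separation was also present within classes, at 71.5% for CM-like, 37.4% for EC-like, 36.7% for FB-like, 53.0% for MP-like and 34.3% for SMC-like cells after thinning. After integration, 13 of 14 clusters held cells of all 4 libraries, and the library with the largest part of a cluster gave between 30.6% and 61.8% of its cells. The exception, a cluster of SMC-like cells led by Myh11 and Acan, had no P14 cell.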

Possible batch/individual effects caused by single-cell chips or individual animals were ruled out by indistinguishable cell clustering using 107 housekeeping genes (Supplementary Fig. 1f), as well as close clustering of cells of a given cell type across different time points (Fig. 1a, b). Next, to depict progressively changing molecular features of CMs during maturation, we ordered all CMs in pseudotime to reconstruct the trajectory of cardiomyocyte maturation (Fig. 1d, e). While CMs from P1, P4, and P7 mainly contributed to State 1, P14-CMs, and P56-CMs were segregated into multiple states in pseudotime. Specifically, State 2 and 7 were mainly composed of CMs from P14, whereas States 8 and 9 were dominated by P56-CMs. 

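The authors' states were not rebuilt, and CM-like cells were instead placed on a single coordinate, the first principal component of their variable genes after thinning, oriented so that P14 lay above P1. The 677 CM-like cells with enough UMIs were 130 from P1, 129 from P4, 91 from P7 and 327 from P14. In units of the SD of the P1 to P7 cells, and with the P1 median set to 0, the median position was −0.29 at P4, −1.28 at P7 and 2.51 at P14. All 327 P14 cells lay above the 95th percentile of the P1 to P7 cells, a share of 100% with an exact binomial interval from 98.9% to 100%. The quartiles of P4 (−1.10 to 0.41) overlapped those of P1 (−0.36 to 0.52) and of P7 (−1.61 to −0.80). Those of P1 and P7 lay apart here, but overlapped with whole cells (−0.59 to 0.51 at P1 and −1.05 to −0.09 at P7). The component held 1.13% of the variance of the genes. The median position was 2.51 in the 147 P14 cells of source M1 (quartiles 2.31 to 2.71) and 2.53 in the 180 of source M2 (2.26 to 2.75), and 326 of the P14 cells came from the CM fraction. Without integration of the libraries, the setting that moved this share most, 432 of 441 P14 cells lay above the limit, but only 2 P7 cells entered that comparison. P4 and P7 lay below P1 on this component, whereas by diffusion pseudotime they lay above it, at 0.23 and 0.58, so no order among P1, P4 and P7 is read from it.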

State 6, however, emerged as a unique state with balanced contributions from both P14- and P56-CMs (Fig. 1d–f). Gene ontology (GO) analysis showed that genes highly expressed in State 1 (representative of P1-CMs, P4-CMs, and P7-CMs) were enriched in functions related to RNA splicing, cell cycle phase transition, etc. 

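The genes of the State 1 terms in Supplementary Data 1 were followed in CM-like cells summed per library, 137 cells at P1 and 356 at P14. The medians of whole lists were set beside those of 10000 random lists of the same size matched on mean expression. These percentiles describe the libraries and are no test, because the paper chose the lists on these samples. Over the 8188 genes compared, the median log2 change from P1 to P14 was −0.48 with CPM and −0.02 with median-of-ratios size factors, so a list is read against its random lists. The 63 genes of the term cell cycle phase transition had a median log2 change of −1.41, below all random lists, whose median was −0.46, and 61 of them were lower at P14. They also fell in SMC-like (−1.73), EC-like (−0.96), FB-like (−0.88) and MP-like cells (−0.68), so the fall was not limited to CM-like cells. For cell junction organization the median was −0.94, at percentile 0.12, with all 45 genes lower. In the other classes its median ran from −0.78 in SMC-like to 0.04 in EC-like cells. The gene list of the term RNA splicing was incomplete in the copy of the table at hand, so this term was not followed. The 106 genes of both terms together changed by −1.22 from P1 to P14, but by 0.20 from P1 to P4 and 0.36 from P1 to P7. Most CM-like cells at P7 belonged to the cluster with the lower CM markers. In the cluster with the highest CM markers alone, the changes from P1 were 0.10 at P4, 0.29 at P7 (17 cells) and −1.17 at P14. Of the settings that compare summed CPM on the log2 scale, size factors moved the change of both terms from P1 to P14 most, to −0.69. Among single genes, Mki67 (ENSMUSG00000031004; chromosome 7, 135689784 to 135716361, GRCm38, protein-coding) fell from 260.6 CPM at P1 to 13.3 CPM at P14.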

(Fig. 1g). 

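For States 2 and 7, the genes of the terms listed in Supplementary Data 2 and 3 were followed in the same sums of CM-like cells. The 43 genes of muscle tissue development had a median log2 change of 0.70 from P1 to P14, and all were higher at P14. Of the State 2 terms, cardiac muscle tissue development had 33 of 33 genes higher (median 0.72), and myofibril assembly had 19 of 19 higher with the same median. The 47 genes of the State 2 terms together lay above all random lists, whose median was −0.49. These genes did not rise steadily. Their median change was 0.15 from P1 to P4 and −1.33 from P1 to P7, and at P7 only 17 of the 98 CM-like cells belonged to the cluster with the highest CM markers, against 51 of 137 at P1 and 105 of 356 at P14. In that cluster alone the change from P1 was −0.35 at P7 and 1.00 at P14. The State 7 terms behaved less uniformly, with 15 of 26 genes higher at P14. Their median was 0.38 at P14, after 0.20 at P4 and 0.86 at P7, so the median stood higher at P7 than at P14. Their summed CPM went the other way, from 7973 at P7 to 31846 at P14. In the 81 P7 cells of the other CM-like cluster, FB markers summed to 10122 CPM and CM markers to 9297. EC markers had 3888 CPM in CM-like cells at P7, against 945 at P1, so the P7 median cannot be assigned to CMs alone. Regulation of angiogenesis changed by 0.45 (7 of 11 genes higher, percentile 99.9) and lipid storage by 0.76 (4 of 5 higher, percentile 99.5), whereas muscle organ development changed by −0.19 (5 of 12 higher, percentile 83.5). Myh6 (ENSMUSG00000040752; chromosome 14, 54941921 to 54966927, GRCm38, protein-coding) had 8243 CPM at P1, 10957 at P4, 2147 at P7 and 15658 at P14 in CM-like cells.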

Genes highly expressed in States 2 and 7 (representative of P14-CMs) were enriched in functions related to cardiac muscle development, whereas those specifically expressed in States 8 and 9 (representative of P56-CMs) were associated with heart contraction and ATP metabolic process (Fig. 1h–j). Further, genes abundantly expressed in State 6 (shared state of P14-CMs and P56-CMs) were implicated in the regulation of vasculature development, protein maturation, and cell cycle (Fig. 1i). These functional enrichments closely reflected molecular features of CMs from immature to mature states. Moving forward, Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway analysis of differentially expressed genes (DEGs) along the P1–P56 maturation route identified multiple signaling pathways implicated in maturation, including chemokine signaling pathways, cytokine–cytokine receptor interactions, ECM–receptor interactions, PI3K-Akt signaling, etc (Fig. 1k). Together, these findings demonstrated the transcriptional complexity of cardiomyocyte maturation, and suggested important pathways that could be exploited for regulatory purposes.

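The 3 blocks of pseudotime genes in Supplementary Data 7 were followed in the CM-like cells of P1 to P14. Of the 312 genes of block C1, 310 were matched, and 307 of them were lower at P14 than at P1, with a median log2 change of −1.28 against −0.31 for the random lists. The block had changed by 0.23 at P4 and by 0.44 at P7, but by 0.11 and 0.00 in the CM-like cluster with the highest CM markers, which holds few P7 cells. Block C2 stayed near its P1 level, with a median change of 0.02 at P14 and 145 of 275 genes higher. Block C3 had 230 genes higher, 162 lower and a median change of 0.088 at P14, after 0.04 at P4 and 0.24 at P7, where it was also 0.00 in that cluster. Both lay above all of their random lists, which fell with the other genes (medians −0.08 for C2 and −0.28 for C3). Other classes moved too. In SMC-like (−1.12), MP-like (−0.68), FB-like (−0.59) and EC-like cells (−0.55) block C1 also fell, though less than in CM-like cells. For block C3 the medians were higher in MP-like (0.48), EC-like (0.32), FB-like (0.30) and SMC-like cells (0.19) than in CM-like cells. The small change of block C3 has no firm sign, since it was −0.0030 with the mean of ln(1 + counts per 10000) and 0.46 with median-of-ratios size factors. The blocks were selected by the authors over P1 to P56, and only their P1 to P14 part is shown. From KEGG terms enriched among the genes of these blocks, the paper proposes that signaling between cells and with the extracellular matrix takes part in maturation.

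**Figure D1:**
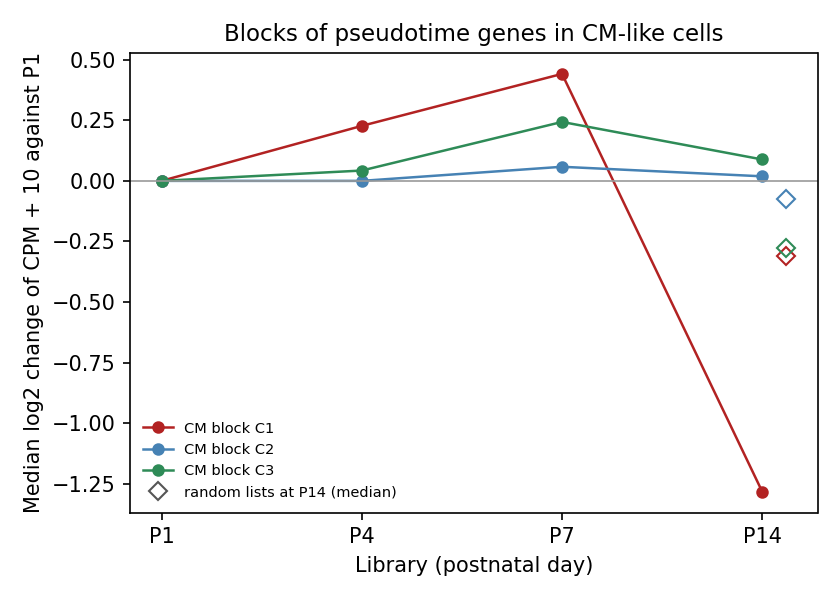
Median log2 change of CPM + 10 against P1 (vertical axis) of the genes of blocks C1, C2 and C3 in CM-like cells of the P1, P4, P7 and P14 libraries (horizontal axis), with 1 library per stage. Filled points joined by lines are the blocks and open diamonds the median of 10000 matched random lists at P14; block C1 ends at −1.28, below its random lists at −0.31. The P7 values depend on the mix of CM-like clusters.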

**Fig. 1:**
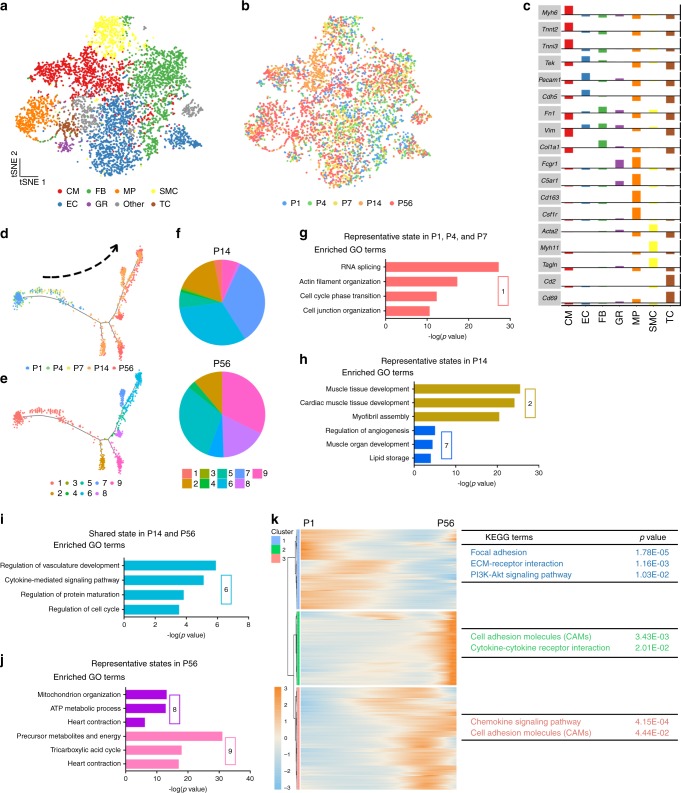
Single-cell analysis of murine postnatal heart development. **a**, **b** *t*-distributed stochastic neighbor embedding (*t*-SNE) clustering of single cells from postnatal day 1 (P1), P4, P7, P14, and P56 hearts. CCA was applied to remove batch effects. Cells were colored by cell type (**a**) or time point (**b**). CM cardiomyocyte, EC endothelial cell, FB fibroblast, MP macrophage, SMC smooth muscle cell, TC T cell, GR granulocyte. **c** Cell populations in **a** were identified by the expression of established marker genes. **d**, **e** Monocle analyses showing the ordering of CMs in pseudotime. Each color indicates either a time point (**d**) or a cell state (**e**). **f** State proportions of CMs from P14 or P56 hearts, respectively. **g**–**j** Gene ontology (GO) analysis of genes specifically expressed in a given CM state from **e**. Selected top categories are shown here (Supplementary Data 1–6). **k** Heatmap to display different blocks of top 1000 differentially expressed genes (DEGs) along the pseudotime trajectory (**d**, **e**). Please see Supplementary Data 7 for the full list. Right: selected top Kyoto Encyclopedia of Genes and Genomes (KEGG) terms related to corresponding DEGs in blocks significantly changed during cardiomyocyte maturation (P1–P56), Functional analysis was performed with enrichKEGG in clusterProfiler, *p* < 0.05 was considered significant enrichment.

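Clusters of P1 to P14 cells were named from markers that overlap those in Fig. 1c, and 11 of 14 clusters received a name. FB-like cells were cluster 0, led by Mfap5, Ogn and Ptn, and a cycling cluster. CM-like cells were cluster 3, led by Cpeb3, Corin and Mtus2, and cluster 7, led by Ankrd1, Ttn and Rnf128. The 954 cells of the 3 unnamed clusters were 20.0% of P1, 28.2% of P4, 13.8% of P7 and 25.8% of P14 cells. They stayed out by thresholds set after the clusters were seen, and 1 of them mixed B-cell and T-cell genes, so there is no TC-like class. FB-like cells were 110 of 674 cells at P1 (16.3%, exact binomial interval 13.6% to 19.3%), 293 of 1241 at P4 (23.6%, 21.3% to 26.1%) and 424 of 1509 at P7 (28.1%, 25.8% to 30.4%). CM-like cells were 20.3%, 10.6% and 6.49%, EC-like cells 32.8%, 23.8% and 32.0%, MP-like cells 2.82%, 5.08% and 4.11%, SMC-like cells 4.01%, 7.41% and 14.2%, and GR-like cells 3.71%, 1.37% and 1.33% of the same 3 stages. At P14 the separation into fractions sets the shares, which were 35.2% CM-like, 17.9% EC-like, 12.3% FB-like, 6.14% MP-like, 2.28% SMC-like and 0.297% GR-like. These shares depend on the processing. With each library clustered alone, the alternative that moved a named class most, no P7 cell was EC-like. This follows from the naming thresholds, since a P7 cluster of 484 cells had EC as its best class. It stayed unnamed because its next class lay above 0.5 of the EC value. Without integration, FB-like cells were 2.67% and EC-like cells 3.86% of P1 cells. CM-like cells were 0.133% of P7 cells without integration and 17.3% with each library clustered alone. The 16 genes of Fig. 1c for CM, EC, FB, MP and SMC had their highest CPM in their own class in 57 of 64 combinations of gene and library. The exceptions were Vim at P4, P7 and P14, Fn1 at P1, Tek at P7, and Acta2 and Tagln at P14, where all 23 SMC-like cells belonged to the cluster led by Higd1b and none to the one led by Myh11. CM markers were not limited to CM-like cells. Their summed CPM was 56621 in CM-like and 28271 in FB-like cells at P1, 57955 and 15039 at P4, 15252 and 3748 at P7, and 84796 and 22101 at P14. In FB-like cells of P14 the sum was 54514 in the CM fraction (30 cells) and 5786 in the NCM fraction (94 cells).

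**Figure D2:**
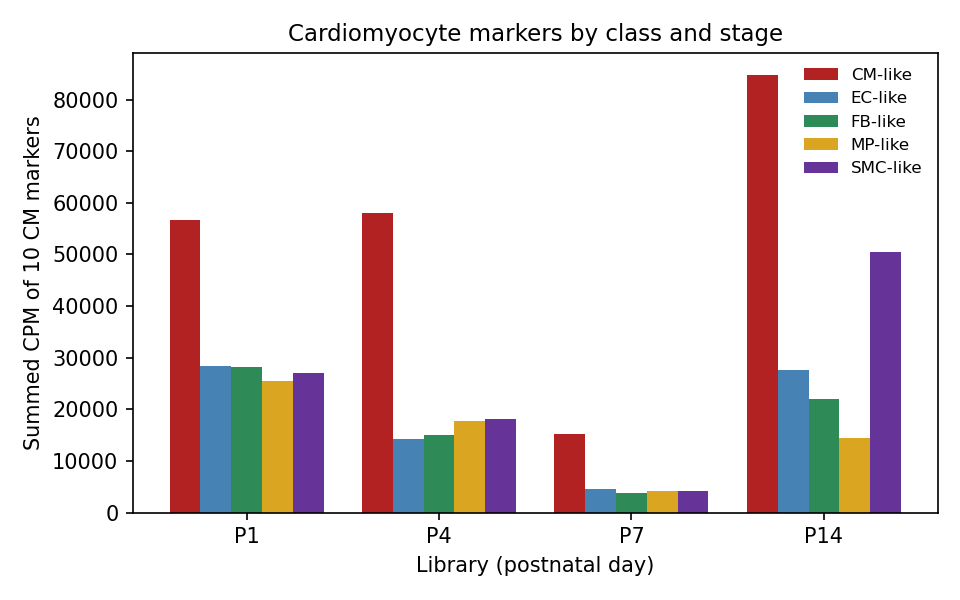
Summed CPM of 10 CM marker genes (vertical axis, from 0) in CM-, EC-, FB-, MP- and SMC-like cells of the P1, P4, P7 and P14 libraries (horizontal axis), with 1 library per stage and no error bars. The red bars of CM-like cells are highest at every stage, from 15252 CPM at P7 to 84796 CPM at P14, and the other classes hold these transcripts at every stage too.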

### Prediction of cardiac fibroblasts as pro-maturation factor

Since non-cardiomyocytes (NCMs) form the niche for CMs, and actively modulate biological behaviors of the latter in heart development and disease, we sought to investigate how changes in the cellular microenvironment affect CM maturation. We partitioned major NCM cell types (including FB, EC, MP, and SMC) into subclusters, respectively (Supplementary Fig. 2a–h). Each cell type possessed multiple cell subtypes with distinct molecular features, and displayed dramatic shifts in their subtype compositions during heart maturation (Fig. 2a–d, Supplementary Data 8–11). 

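The subclusters were not rebuilt, and the genes that mark them in Supplementary Data 9 and Fig. 2a–d were followed from P1 to P14 in the cells of each class, summed per library. For FB-like cells (110 at P1 and 124 at P14) the median log2 change of all 9386 genes compared was −0.12. The 491 matched genes of FB_3 had a median change of −1.19, below all random lists, and 444 were lower at P14. The genes of FB_6 changed by −1.39, with 92 lower and 9 higher. They fell further in CM-like (−2.20), SMC-like (−2.27) and EC-like cells (−1.72), but less in MP-like cells (−0.86). The 45 genes of FB_4 changed by 2.05, with 37 higher, and the 111 genes of FB_5 by 0.88, with 74 higher, both above all random lists. The 91 genes of FB_2 changed by −0.04 (percentile 99.9), or −1.24 without integration, which moved this value most, and the 81 of them that are no CM markers stood at 56.3% of their CM-like level at P1, where the CM markers stood at 49.9%, and at 46.0% against 24.6% at P7, where both shares lay furthest apart. The 64 genes of FB_1 changed by −0.36, in the middle of their random lists (percentile 54.0), and turned to 0.25 when the level of the other classes was subtracted as background, a setting that left FB_3 at 0.00. Of the settings that compare summed CPM on the log2 scale, a pseudocount of 1 CPM moved FB_4 most, to 2.45. FB_3 genes also fell in CM-like (−1.33), SMC-like (−1.13), MP-like (−0.85) and EC-like cells (−0.62), FB_4 genes also rose in MP-like (1.56) and SMC-like cells (0.65), above all random lists in both, and FB_5 genes rose in FB-like cells alone of these classes. The top 5 genes of FB_3 (Fabp4, Gpihbp1, Cd36, Cav1 and Egfl7) summed to 4061 CPM in FB-like cells at P1 and 1298 CPM at P14. This was 43.8% and 8.42% of their level in EC-like cells, close to the 40.3% and 7.10% at which the EC markers stood in the same FB-like cells. Fabp4 (ENSMUSG00000062515; chromosome 3, 10204088 to 10208576, GRCm38, protein-coding) fell by 2.04 on the log2 scale in FB-like cells. The top 5 genes of FB_4 (Egr1, Cxcl1, Hsd11b1, Serpina3n and Fosb) summed to 62.7 CPM at P1, 944 at P4, 943 at P7 and 2069 at P14. Egr1 and Fosb are also dissociation-response genes, a list of 17 genes that rose in all 5 classes. Among the other classes, the top 5 genes of EC_1 rose by 1.56 in EC-like cells, and those of MP_3 changed by −1.43 in MP-like cells, where the 5 genes stood at 26.3% of their FB-like level at P1 and the FB markers at 25.8%, and at 3.87% against 5.91% at P14. In SMC-like cells (27 at P1 and 23 at P14) the top 5 genes of SMC_2 changed by 0.49 (percentile 90.9), at 46.7% of their EC-like level at P1 against 51.3% for the EC markers and at 49.2% against 38.7% at P4, and those of SMC_3 changed by 3.09. The 5 genes of SMC_3 rose in every class, from 7.77-fold in MP-like to 16.0-fold in SMC-like cells, and 3 of them, Gm13339, Gm13340 and Gm11512, are nuclear copies of mitochondrial sequence.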

To characterize alterations in the CM microenvironment between immature (P1) and mature (P56) hearts, and to understand how these differences contribute to CM maturation, we first identified cell subtypes whose proportions were significantly different between these two states (Fig. 2e, Supplementary Data 12). Then, we defined specific genes encoding secreted proteins in those altered NCM subtypes, and annotated these proteins to putative signaling pathways involved in CM maturation (Fig. 1k), which indicated the impacts of NCMs on CM maturation via ligands-based influences of related signaling pathways (Fig. 2f). Intriguingly, a number of secreted factors from multiple NCM subtypes were predicted to be involved in signaling pathways facilitating CM maturation (Fig. 2g). Of these cell subtypes, increased signals from fibroblast subtypes 4 and 5 (FB_4, FB_5), major FB subtypes in the adult (P56) heart, as well as decreased signals from MP_3 and FB_1, were predicted to play the most pronounced effects on signaling pathways related to cardiomyocyte maturation (Fig. 2h, i). Taking it a step further, we correlated secreted proteins released from top-ranked cell types (Fig. 2h, i) with CM receptors to ascertain their direct impact on cardiomyocyte maturation (Fig. 2j, Supplementary Fig. 2i, Supplementary Data 15). Congruently, FB subtypes (FB_1, FB_4, FB_5, and FB_3) possessed the highest number of secreted proteins potentially affecting CMs via ligand–receptor interactions (Fig. 2k). In addition, the expression of genes encoding potentially maturation-promoting proteins, including *Dcn*, *Lamc1*, *Pgf*, and *Lama2*, progressively increased in FBs over time, whereas the expression of housekeeping genes, such as *Eif5* and *Rpl34*, either remained unchanged or even moderately decreased (Fig. 3a, Supplementary Data 16). 

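Dcn (ENSMUSG00000019929) lies on chromosome 10 of GRCm38 from 97479609 to 97518143, Lamc1 (ENSMUSG00000026478) on chromosome 1 from 153218922 to 153332786, Pgf (ENSMUSG00000004791) on chromosome 12 from 85166635 to 85177790 and Lama2 (ENSMUSG00000019899) on chromosome 10 from 26980036 to 27619758. All are protein-coding genes in the GENCODE M21 annotation. In FB-like cells summed per library, Dcn had 2200 CPM at P1 (exact Poisson interval 2157 to 2244), 3363 at P4, 6887 at P7 and 9112 at P14 (8947 to 9280). Lamc1 rose from 200.3 CPM (187.6 to 213.8) to 343 at P4, 499.9 at P7 and 742 at P14 (695 to 791). Lama2 rose from 153 CPM (142 to 165) to 211 at P4, 529 at P7 and 1282 at P14 (1221 to 1346). Pgf had 38.6 CPM (33.1 to 44.7) at P1, 51.1 at P4, 46.8 at P7 and 72.9 (58.7 to 89.4) at P14. Thus 3 of the 4 genes rose at every stage, and all 4 were higher at P14 than at P1. The log2 changes were 2.05 for Dcn, 1.84 for Lamc1, 2.99 for Lama2 and 0.77 for Pgf. In all other named classes together each of the 4 genes also rose from P1 to P7 and was lower again at P14, where Dcn had 232 CPM against 445 at P1 and Lama2 69.9 against 35.5. Pgf rests on few cells at P14, where 7 of 124 FB-like cells held its 92 UMIs. Of these UMIs, 91 came from region B and 1 from region A, and the change of Pgf was −0.59 in region A and −0.054 in source M1. It also turned negative with the mean of ln(1 + counts per 10000) (−0.011), with UMI limits within each library (−0.073), without integration (−0.058) and in the CM fraction (−0.34). The setting that moved Dcn most was the CM fraction alone, with a change of 0.60 in 30 P14 cells, and Dcn, Lamc1 and Lama2 stayed positive under every alternative computed for them. RNA of CMs in the FB-like wells, whose markers stood at 26.1% of their CM-like level at P14 and at a higher share at P1, lowers every FB gene at P1 by a factor of at most 2.00 if the CM-like level is taken as that of CM RNA alone. Eif5 (ENSMUSG00000021282; chromosome 12, 111538016 to 111546752) went from 434 CPM at P1 to 563 at P4, 384 at P7 and 269 at P14. Rpl34 (ENSMUSG00000062006; chromosome 3, 130726831 to 130730398) had 850.0 CPM at P1, 802 at P4, 833 at P7 and 429 at P14. Their log2 changes of −0.67 and −0.97 turned to 0.85 and 1.97 with the level of the other classes subtracted. These held 380 CPM of Eif5 and 809 CPM of Rpl34 at P1, nearly the level of FB-like cells. The subtraction leaves a small remainder at P1, so the reversed signs are no evidence of a rise. Shares of cells with a UMI were compared at equal UMIs. Dcn was found in 99.0% of FB-like cells at P1 and 97.7% at P14, against 58.1% and 52.4% of EC-like cells, which should lack it. Lama2 went from 30.7% to 77.0% of FB-like cells, and from 12.1% to 15.9% of EC-like cells. Before thinning, the share for Lama2 was 55.5% at P1 and 82.3% at P14 in FB-like cells, whose median depths were 29829 and 7637 UMIs, and 28.1% and 19.9% in EC-like cells, with 29023 and 8236 UMIs. Pgf was found in 4.95% and 5.75% of FB-like cells and in 1.40% and 0.794% of EC-like cells, and before thinning in 18.2% and 5.65% against 6.79% and 1.10%, so its rise is not seen in the share of cells. For Dcn the unthinned shares were 99.1% and 95.2% in FB-like and 89.6% and 65.2% in EC-like cells. Thinning left out 9 FB-like cells at P1 and 37 at P14, and 6 and 55 EC-like cells. The paper proposes that the proteins of these genes promote maturation, and sets their rise in FBs beside the housekeeping genes as a comparison.

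**Figure D3:**
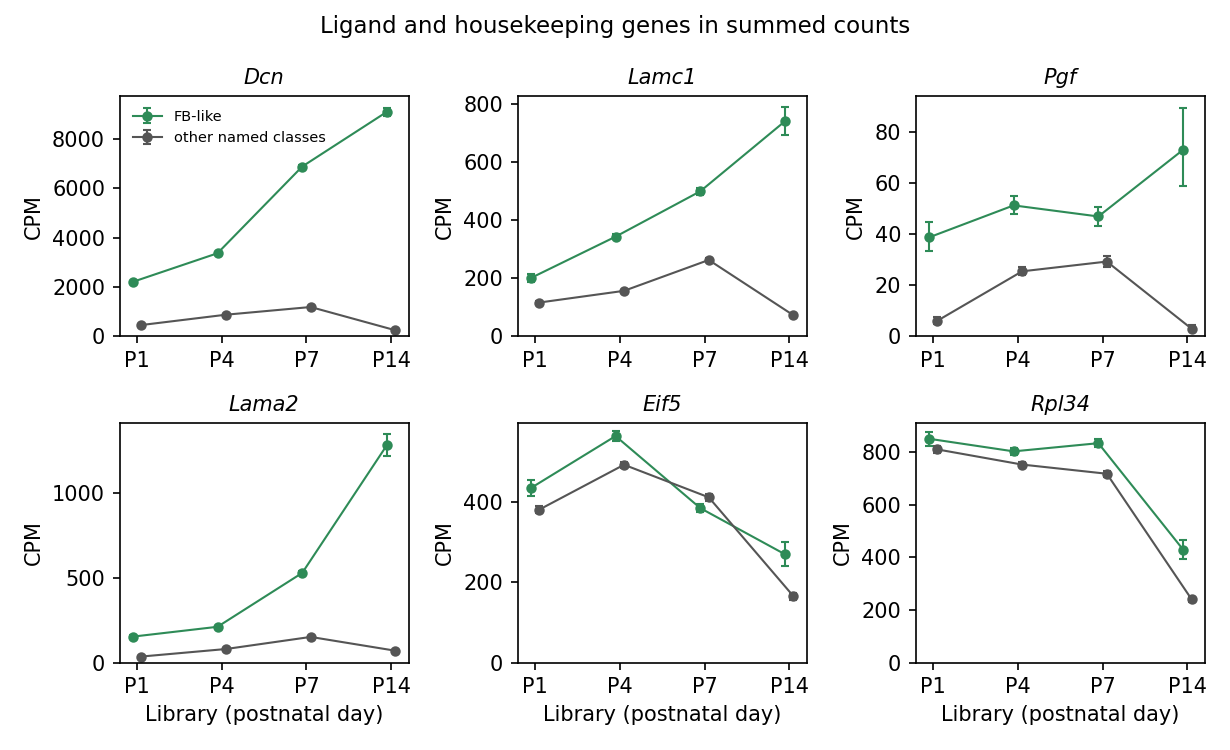
CPM (vertical axes, from 0) of Dcn, Lamc1, Pgf, Lama2, Eif5 and Rpl34 in the P1, P4, P7 and P14 libraries (horizontal axes), in FB-like cells (green) and in all other named classes together (grey). Bars are exact 95% Poisson intervals of the summed counts and cover counting error only; Dcn in FB-like cells rises from 2200 to 9112 CPM, while Rpl34 ends at 429 CPM.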

We next performed immunostaining against FABP4, a marker of FB_3 (subtype low in adult heart), or EGR1, a marker of FB_4 (subtype high in adult heart), with general fibroblast marker vimentin (VIM) to confirm fibroblast subtype switching from P1 to P56. In line with scRNA-Seq data, we observed substantial decrease in FB_3 (50.39% vs. 2.38% of all FBs), as well as increase in FB_4 (3.57% vs. 72.59% of all FBs), in P56-hearts, compared to P1-hearts (Fig. 3b–e). 

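The 4 blocks of pseudotime genes of FBs in Supplementary Data 17 were followed in the FB-like cells of P1 to P14, without rebuilding the pseudotime. Block C1 rose throughout, with a median log2 change against P1 of 0.25 at P4, 0.88 at P7 and 1.50 at P14, and 180 of 203 genes were higher at P14. Block C2 was highest at P7 (0.37) and stood at 0.13 at P14. Block C3 changed by 0.07 at P4, −0.09 at P7 and −0.35 at P14, where 226 of 327 genes were lower. Block C4 stayed at −0.02 and 0.00 at P4 and P7 and reached 0.61 at P14, with 197 of 257 genes higher. At P14, C1 and C4 lay above and C3 below all 10000 random lists, and C2 at percentile 99.7. In SMC-like (−0.63) and CM-like cells (−0.48) block C3 fell further, and in EC-like (−0.19) and MP-like cells (−0.17) less. The rise of C4 was smaller in MP-like (0.48), SMC-like (0.33), EC-like (0.24) and CM-like cells (0.04). For C1 the other medians were 0.48 in MP-like, 0.18 in EC-like, 0.01 in CM-like and −0.08 in SMC-like cells. Of the settings that compare summed CPM on the log2 scale, the CM fraction alone moved C1 and C2 most, to 0.37 and −0.67. Block C2 also turned negative in source M1 (−0.038) and with the mean of ln(1 + counts per 10000) (−0.078). Among the settings that stayed within the interval of the reported value, its lowest change was −0.019. Of the genes labelled in Fig. 3h, Col5a3 (ENSMUSG00000004098; chromosome 9, 20770050 to 20815067, GRCm38), which encodes a collagen chain, rose from 61.6 to 474 CPM. Bmp2 (ENSMUSG00000027358; chromosome 2, 133552159 to 133562885) rose from 4.38 CPM (20 UMIs) to 119.6 CPM (151 UMIs). Pdpn, Axl and Fbln1 changed by 1.87, 1.63 and 1.05, and Egr1, one of the dissociation-response genes, by 4.78. The Hippo pathway genes Lats2, Wwtr1 and Stk3 changed by 0.67, 0.62 and −0.07. Of the labelled early genes, Mki67 went from 182 CPM at P1 to 415 at P4 and 72.1 at P14, and Fbxo5 changed by −0.97. Kdm2a, Smad4 and Serp1 changed by −0.28, −0.16 and −0.10. Notch1 and Brca1 had 17 and 16 UMIs in FB-like cells at P1 and 2 each at P14, and the intervals of both stages overlapped for each gene (2.17 to 5.97 and 0.19 to 5.72 CPM for Notch1, 2.00 to 5.70 and 0.19 to 5.72 for Brca1), so no change is detectable at this depth. Of the labelled late genes, Cxcl1, Enpp2, Cxcl2 and Fgf1 changed by 3.07, 2.25, 1.79 and 1.10, while Ccl4, Ccl6 and Ackr2 had 8, 3 and 0 UMIs at P14.

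**Figure D4:**
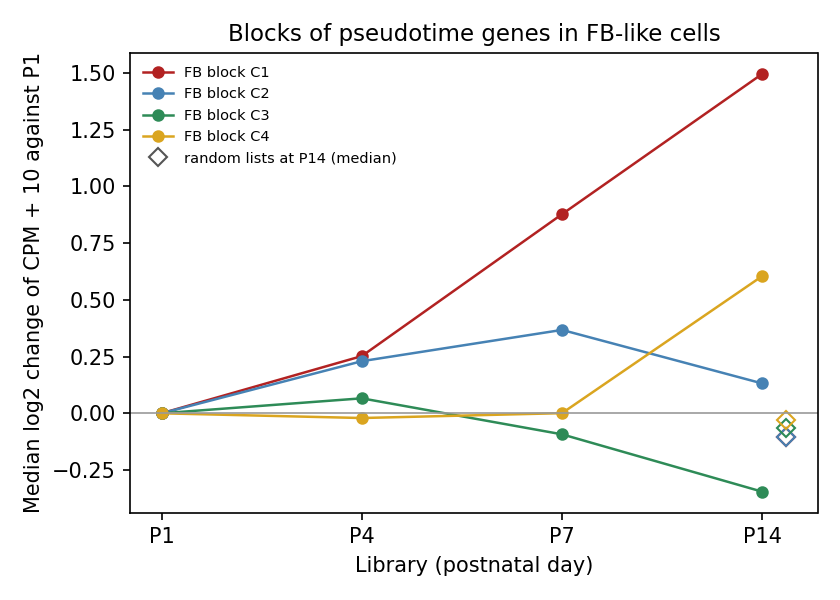
Median log2 change of CPM + 10 against P1 (vertical axis) of the genes of blocks C1 to C4 in FB-like cells of the P1, P4, P7 and P14 libraries (horizontal axis), with 1 library per stage. Filled points joined by lines are the blocks and open diamonds the median of 10000 matched random lists at P14; block C1 ends at 1.50 and block C3 at −0.35.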

Next, we aligned all FBs in a pseudotime to recapitulate their development in vivo, and found that maturation of FBs were correlated with functions related to extracellular matrix organization, BMP signaling pathway, muscle organ morphogenesis, etc., which reinforced a possible role of FBs in CM maturation (Fig. 3f–i). Moreover, we applied SigHotSpotter to gain more insights into signaling pathways responsible for FB identity in P1 vs. P56^28^. While common signaling pathways related to fibroblast functions (e.g., focal adhesion, ECM-receptor interaction, etc.) were observed, FBs still displayed differential regulatory pathways/network in P1 (e.g., Foxo, mTOR, and VEGF, etc.) versus P56 (e.g., cell adhesion, estrogen, and TGF-β, etc.) (Supplementary Fig. 2j, Supplementary Data 21–24). Taken together, these observations prompted us to propose a model wherein fibroblast subtype switching from neonatal to mature state in postnatal heart development is a major driving force promoting CM maturation in vivo.

**Fig. 2:**
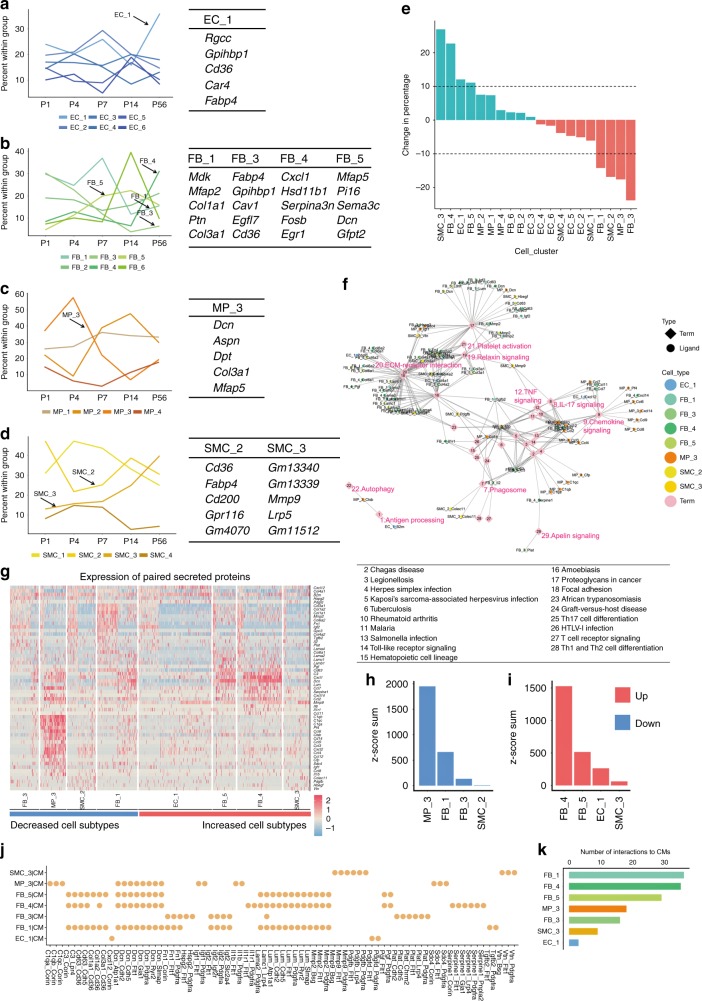
Prediction of cardiac fibroblasts as pro-maturation factor. **a**–**d** Subtype distribution of EC (endothelial cell, **a**), FB (fibroblast, **b**), MP (macrophage, **c**) and SMC (smooth muscle cell, **d**) across different stages. The total number of cells at each time point was taken as 100%. Arrows indicate cell subtypes with significantly changed proportions in P1 versus P56 hearts (see “Methods”). Right: selected top genes in cell subtypes apparently changed in P56 vs. P1 hearts, respectively. Please see Supplementary Data 8–11 for the full lists of genes in each cell subtype. **e** Ratio changes of altered cell clusters in P56 vs. P1. Dash lines indicate 10% cutoff which was used to define significantly changed cell subtypes in subsequent analyses (Supplementary Data 12). **f** Correlation analysis to show potentially matched pairs between the significantly altered genes encoding secreted proteins in representative cell clusters and signaling pathways in CM maturation during P1–P56 heart development. Each pink diamond represents signaling pathway (Supplementary Data 13). Each circle/dot indicates a secretory protein from a given cell type. Each connecting line indicates the correlation between a given secretory protein and a specific pathway. **g** Heatmap displaying the expression of genes in the correlation analysis (**f**) across all representative cell clusters (Supplementary Data 14). **h**, **i** Sum of all matched ligands (**f**) expressed in increased (**i**) or decreased (**h**) cell subtypes, respectively. **j** Bubble chart to show putative ligand–receptor pairs between differentially expressed receptors in CM clusters and corresponding ligands in significantly changed cell types (**g**). **k** Quantification of ligand–receptor pair counts (**j**) in each cell type.

**Fig. 3:**
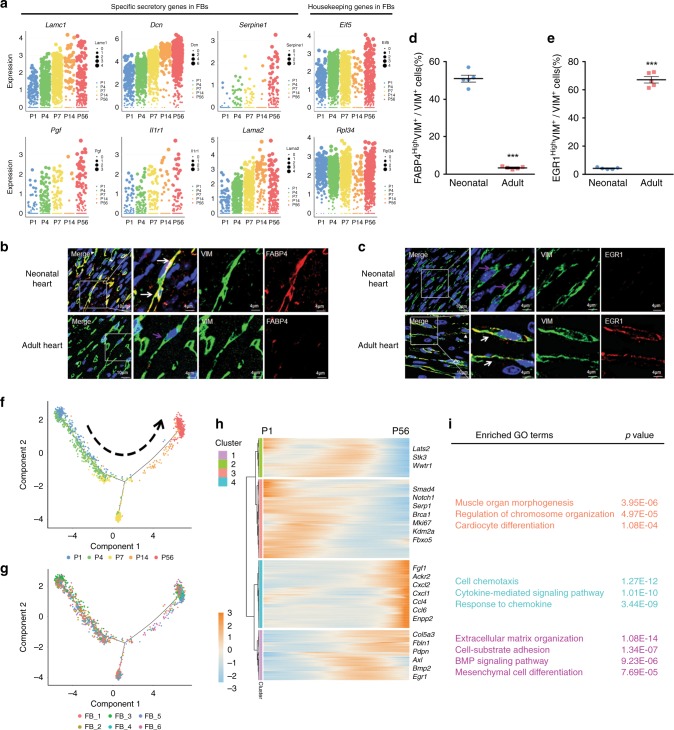
Subtype switching of cardiac fibroblasts highly correlates with CM maturation. **a** The expression of selected ligands potentially involved in CM maturation or housekeeping genes in FBs during maturation. **b**, **c** Immunofluorescent staining of VIM and FABP4 (**b**) or EGR1 (**c**) in neonatal (P1) or adult (P56) heart sections, respectively. White arrows indicate co-localization, purple arrows indicate VIM^+^ only cells. Scale bars = 10 or 4 μm. **d**, **e** Quantification of VIM^+^FABP4^High^ (**d**) or EGR1^High^ (**e**) cells in heart sections from P1 or P56 mice, Data are plotted as mean ± SEM, *n* = 5 biologically independent mice, ***p < 0.001, two-sided Student’s *t*-test. **f**, **g** Monocle analyses showing the ordering of FBs in pseudotime. Each color indicates either a time point (**f**) or a cell state (**g**). **h** Heatmap to display different blocks of top 1000 differentially expressed genes (DEGs) along the pseudotime trajectory (**f**, **g**). Please see Supplementary Data 17 for the full list. **i** Selected top gene ontology (GO) terms related to corresponding DEGs (Supplementary Data 18–20). Functional analysis was performed with enrichGO in clusterProfiler, *p* < 0.05 was considered significant enrichment. Source data are provided as a Source Data file.

### Adult cardiac fibroblasts promote maturation of neonatal CMs

To test our hypothesis, we applied an in vitro co-culture system, where immature cardiomyocytes (imCMs) isolated from neonatal (P1) hearts were co-cultured with either fibroblasts isolated from neonatal hearts (NF) or adult hearts (AF), respectively (Fig. 4a). Three and a half days into culture, the proportion of pH3^+^-imCMs (indicating proliferation) in NF co-culture remained 64.35%, whereas the proportion of proliferating imCMs in AF co-culture decreased to only 5.32% (Fig. 4b, c). Likewise, the percentages of AURKB^+^-and MKI67^+^-imCMs were also substantially lower in AF co-culture compared to NF co-culture (Supplementary Figs. 3a, b, 4c). These results suggested AF-induced cell cycle exit of imCMs, a sign of increased maturity. In addition to decreased proliferation, acquisition of mature cellular morphology and substructure is considered another hallmark of CM maturation, which can be classified into classes I–IV based on cellular morphology and filament alignment, corresponding to maturation states from high to low^29^. Consistent with little proliferation, imCMs co-cultured with AFs mostly displayed elongated morphology and well-arranged filaments (classes I and II), whereas those in co-culture with NFs exhibited round morphology with deranged or even fuzzy filaments (Fig. 4d–f, Supplementary Fig. 3c). Functional maturation of CMs is further marked by regular electrical activities, which are tightly controlled by an array of ion channels expressed on their plasma membranes. Therefore, we applied patch clamping to monitor action potentials of imCMs in co-cultures. Compared to NF-co-culture, imCMs co-cultured with AFs exhibited a decreasing trend in action potential duration to 50% repolarization (APD50) and to 90% repolarization (APD90), respectively, while beating frequencies remained similar (Fig. 4g–j). By contrast, action potential amplitude (APA) and maximum diastolic potential (MDP) remained unchanged, while maximum rate of rise (d*V*/d*t*_max_) of action potential was increased (Fig. 4k–m). In addition, AF co-culture significantly increased sodium currents (*I*_Na_) and transient outward potassium currents (*I*_to_), indicators of maturation, whereas calcium currents (*I*_Ca_) and delayed rectifier potassium current (*I*_K_) remained unchanged (Fig. 4n–s, Supplementary Fig. 3d–e). Further, AF co-culture significantly increased the calcium handling capacity of imCMs, which was also indicative of mature electrophysiology (Supplementary Fig. 3f–i). Despite an overall increasing trend, these observations suggested that electrophysiological maturation may be more sophisticated than molecular alterations in in vitro co-culture system.

**Fig. 4:**
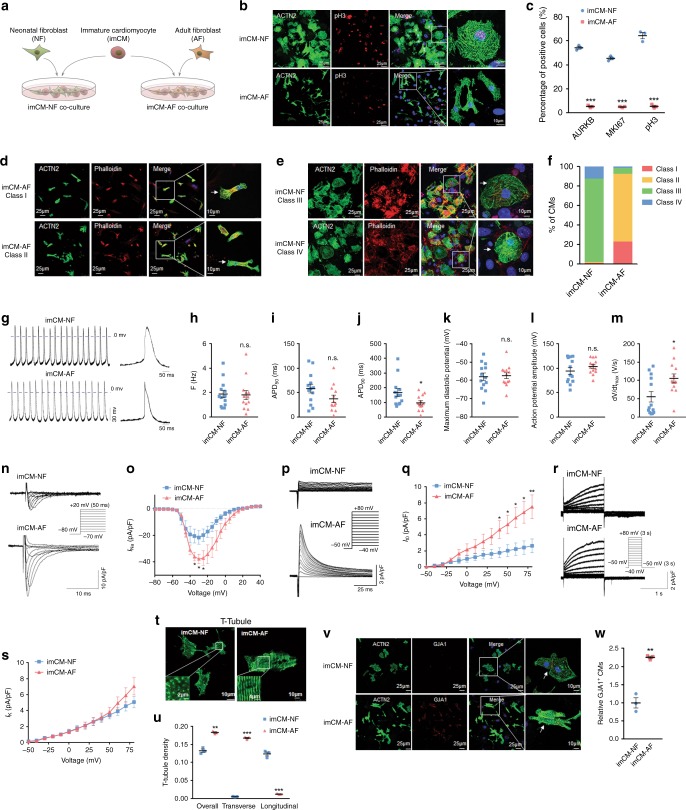
Adult cardiac fibroblasts promote maturation of neonatal CMs. **a** Schematic of in vitro co-culture of cardiomyocytes and cardiac fibroblasts. Freshly isolated immature CMs (imCMs) from P1 mouse hearts were immediately co-cultured with fibroblast monolayers from either neonatal (P1, NF) heart or adult (P56, AF) hearts, respectively. **b** Immunofluorescent staining against ACTN2 and pH3 in imCMs 3.5 days after co-culture. White arrows indicate cells with co-localization. Scale bars = 10 or 25 μm. **c** Quantification of ACTN2^+^AURKB^+^, ACTN2^+^MKI67^+^, and ACTN2^+^pH3^+^ cells 3.5 days after co-culture. **d**, **e** Immunostaining against ACTN2 and Phalloidin in co-cultures. Representative images to show typical class I–II (**d**) and class III–IV (**e**) CM morphology, respectively. **f** Quantification of **d**, **e**. **g** Representative action potential tracings of imCMs in co-culture. **h**–**m** Quantification of beating frequency (**h**), action potential duration to 50 and 90% repolarization (APD50, **i**; APD90, **j**), maximum diastolic potential (MDP, **k**), action potential amplitude (APA, **l**), and maximum rate of rise (d*V*/d*t*_max_) of action potential (**m**) of co-cultured imCMs. *n* = 13 cells. **n** Representative *I*_Na_ tracings of imCMs in co-culture with voltage control. **o** Quantification of **n**. *n* = 12 cells in imCM-NF = 13 cells in imCM-AF. **p** Representative *I*_to_ tracings of imCMs in co-culture. **q** Quantification of *I*_to_ (**p**) *n* = 11 cells. **r** Representative *I*_k_ tracings of imCMs in co-culture. **s** Quantification of *I*_K_ in **r**. *n* = 10 cells in imCM-NF = 15 cells in imCM-AF (**r**). **t** Representative images to show T-tubule structure in imCMs in co-culture. T-tubule was labeled by di-8-ANEPPS. **u** Quantification of T-tubule density in **t**. Image J was applied in quantification. **v** Immunofluorescent staining of ACTN2 and GJA1 in imCMs 3.5 days into co-culture. White arrows indicate co-localized cells. Scale bar = 10 or 25 μm. **w** Quantification of **v**. All data in this figure are plotted as mean ± SEM from three biologically independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001, n.s. not significant, two-sided Student’s *t*-test. Source data are provided as a Source Data file.

Transverse tubules (T-tubules) are highly-specialized membrane extensions penetrating into the center of CMs, which is crucial in excitation–contraction coupling (ECC) by mediating the entering of electrical impulses into the cell. Thus, formation of T-tubule structure is considered a yet another hallmark of cardiomyocyte maturation^30^. Immunostaining showed that imCMs co-cultured with AFs exhibited T-tubule-like structures, which were less apparent in those co-cultured with NFs (Fig. 4t–u). Additionally, imCMs co-cultured with AFs showed increased expression of GJA1, a component of gap junctions, which are essential in the electrical conduction and synchronization of the adult heart (Fig. 4v–w). Collectively, these results demonstrated the strong capacity of AFs to promote maturation of imCMs in vitro.

### Molecular similarities of in vitro and in vivo CM maturation

To understand the molecular events giving rise to the observed morphological and functional maturation of imCMs co-cultured with AFs, we performed RNA-Seq on imCMs co-cultured with NFs (imCM-NF group) or AFs (imCM-AF group), respectively (Supplementary Fig. 3j). As a proof of concept, canonical immature cardiac genes, such as *Acta1*, were among the downregulated genes in imCM-AF, whereas genes related to CM contractility, including *Myh6* and *Pln*, were in the group of upregulated genes (Fig. 5a). Gene ontology (GO) analysis of genes that were upregulated upon AF co-culture showed significant enrichment in fatty acid metabolism and muscle cell differentiation, among others, which were dominant traits of mature CMs (Fig. 5b). By contrast, downregulated genes were significantly enriched in biological processes associated with extracellular matrix (ECM) organization, angiogenesis, etc (Fig. 5c). To further confirm a trend of maturation in imCMs co-cultured with AFs, we employed bulk RNA-Seq data of CMs isolated from P1 (immature), P21 (maturing), and P56 (fully mature) hearts as a reference dataset of differentially expressed genes (DEGs). Strikingly, genes upregulated during CM maturation in vivo also displayed a similarly increasing pattern in imCM-AF compared to imCM-NF (Fig. 5d). The same also applied to the set of downregulated genes during in vivo maturation, although to a lesser extent (Fig. 5e, f). In addition, GSEA showed that genes upregulated in imCMs-AF were drastically enriched in genes highly expressed in mature hearts (P56), whereas downregulated ones were significantly enriched in genes abundantly expressed in immature hearts (P1) (Fig. 5g, h). Together, these observations strongly suggested promotional effects of AFs on CM maturation at the molecular level.

**Fig. 5:**
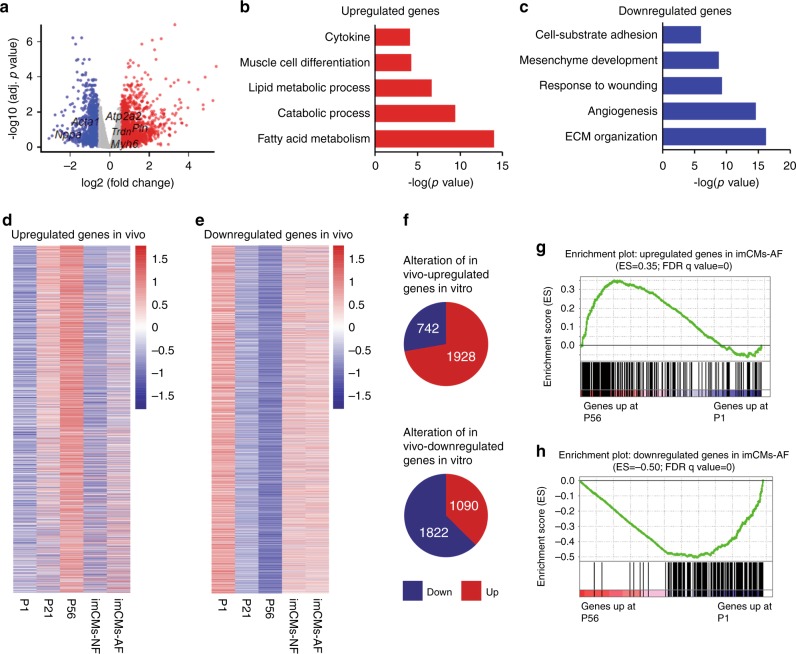
Molecular similarities of in vitro and in vivo CM maturation. **a** Volcano plot to show DEGs in imCMs 3.5 days after co-cultured with NFs or AFs. Red indicates upregulated genes, and blue represents downregulated genes upon AF co-culture compared to imCM-NF (Supplementary Data 25). **b**, **c** Gene ontology analyses of upregulated (**b**) or downregulated (**c**) genes from **a**. Selected top categories are shown. **d**, **e** Heatmaps to show the expression of upregulated (**d**) or downregulated (**e**) genes during postnatal heart maturation in imCMs co-cultured with NFs vs. AFs. Please see Supplementary Data 26 for the full list. **f** Top: number of genes upregulated or downregulated in vitro among upregulated genes in vivo (**d**); bottom: Number of genes upregulated or downregulated in vitro among downregulated genes in vivo (**e**). **g** Gene Set Enrichment Analysis (GSEA) showing that genes upregulated upon AF co-culture were enriched for genes that were highly expressed in P56 vs. P1 CMs. **h** Gene Set Enrichment Analysis (GSEA) showing that genes downregulated upon AF co-culture were enriched for genes that were highly expressed in P1 vs. P56 CMs.

### Identifying conserved signaling pathways in CM maturation

We next applied single-cell RNA sequencing (scRNA-Seq) to delineate the maturation trajectories of CMs in our co-culture system. A total of 1648 cells were sequenced, of which 1580 were included for further analysis after applying multiple filtering criteria (Supplementary Fig. 4a). We achieved a median sequencing depth of 178,652 reads/cell, 72% alignment rate/cell, and 2910 genes/cell (Supplementary Fig. 4b–d). Possible batch effects were ruled out by indistinguishable clustering using housekeeping genes (Supplementary Fig. 4e). Cells were defined as either CMs or FBs, based on their molecular signatures (Fig. 6a), which were further partitioned into 11 subclusters (Fig. 6b). To simulate the developmental route from an immature state (NF co-culture) to a mature state (AF co-culture), we aligned all CMs in pseudotime, which segregated into 5 distinct states (Fig. 6c, d). As anticipated, imCMs from the two groups displayed preferential distributions along the trajectory. In particular, whereas imCMs in co-culture with NFs were enriched in State 1, most imCMs co-cultured with AFs were localized in State 5 (Fig. 6c–e). Analyses of DEGs along the trajectory exhibited dramatic enrichment of the activation of key signaling pathways, including focal adhesion, ECM-receptor interaction, and chemokine signaling pathways (Fig. 6f, g). To gain overall insight into the contributions of fibroblasts to CM maturation, we constructed a putative correlation map between specific genes encoding secreted proteins in fibroblasts and signaling pathways implicated in CM maturation (Figs. 6h, i). In accordance with heart maturation in vivo (Fig. 2), EGR1^High^-fibroblasts (FB_4 in vivo and coAF_2 in vitro), mainly present in adult hearts, were predicted to play a predominant role in secreting proteins potentially promoting CM maturation (Fig. 6i, j, Supplementary Fig. 4f–g). Furthermore, to determine key pathways and secreted proteins highly conserved and critically important in CM maturation, we compared the profiles of in vivo and in vitro CM maturation, and observed significant overlap on predicted signaling pathways (12 out of 61), such as chemokine signaling pathway and ECM-receptor interaction, and ligands (18 out of 95), such as *Cxcl12* which was involved in overlapping pathways (Fig. 6k, Supplementary Fig. 4h). These observations indicated that the mechanisms AFs adopted to induce CM maturation in vitro closely resembled physiological conditions.

**Fig. 6:**
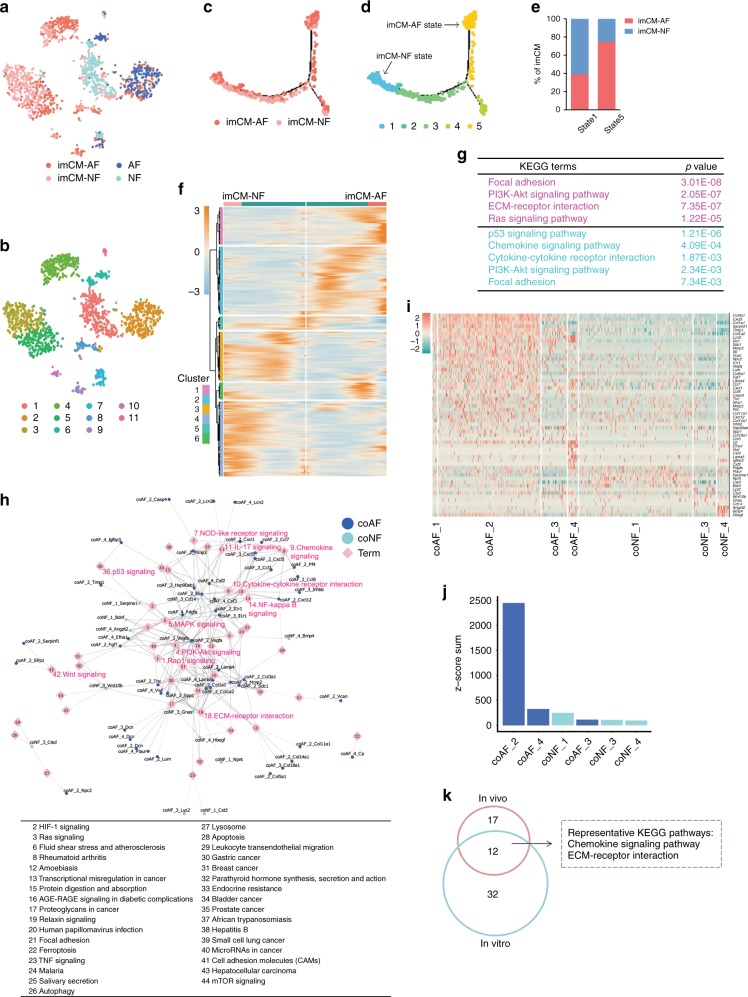
Identifying conserved signaling pathways in CM maturation. **a**, **b** *t*-SNE clustering of cells in both imCM-NF and imCM-AF co-culture systems by cell type (**a**) or cell subcluster (**b**). **c**, **d** Monocle analyses showing the ordering of imCMs co-cultured with NFs or AFs in pseudotime, marked by input cell type (**c**) or cell state (**d**). Arrows in **d** indicate representative state of imCM-NF or imCM-AF. **e** Percentages of imCM distribution in different cell states (**d**). **f** Heatmap to display differentially expressed genes (DEGs) along the pseudotime trajectory (**d**) (Supplementary Data 27). **g** Selected top Kyoto Encyclopedia of Genes and Genomes (KEGG) terms related to corresponding DEGs significantly changed during cardiomyocyte maturation in co-culture. Functional analysis was performed with enrichKEGG in clusterProfiler, *p* < 0.05 was considered significant enrichment. **h** Correlation analysis to show potentially matched pairs between the ligands secreted by representative cell clusters and signaling pathways in CM maturation (**g**) in the co-culture system. Each pink diamond represents signaling pathway (Supplementary Data 28). Each circle/dot indicates a secretory protein from a given cell type. Each connecting line indicates the correlation between a given secretory protein and a specific pathway. **i** Heatmap d**i**splaying the expression of genes indicated in correlation analysis (**h**) across all representative cell clusters (Supplementary Data 29). **j** Sum of all matched ligands (**i**) expressed in indicated cell clusters. **k** Venn diagram to show overlapping signaling pathways involved in cardiomyocyte maturation between heart development in vivo and in vitro co-culture (Supplementary Data 30). Representative 2 overlapping pathways are listed.

### Targeted inhibition of conserved pathways impairs maturation

To validate key molecules and signaling pathways in CM maturation, we first silenced secreted protein-encoding genes significantly involved in AFs-induced cardiomyocyte maturation in vitro (Supplementary Fig. 4h), such as *Dcn*, in AFs. As anticipated, silencing of *Dcn* in AFs significantly compromised AFs-induced CM maturation, characterized by preserved proliferation and lack of filament alignment (Fig. 7a–d, Supplementary Fig. 5a–c). Then, we sought to use inhibitors to target 2 signaling pathways on which multiple relevant genes converged (Fig. 6k). Drugs used included Plerixafor^31,32^, an antagonist for CXCR4 and CXCL12-mediated chemotaxis, to inhibit chemokine signaling pathway, and BP-1-102, a STAT3 inhibitor to suppress STAT3 phosphorylation-mediated synthesis of ECM^33^, as an ECM inhibitor to compromise ECM-receptor interaction. Consistent with silencing of individual proteins, inhibition of each of these two pathways severely compromised filament alignment of CMs (Fig. 7e, f), suggesting suppression of CM maturation. In the same vein, to uncover the importance of these pathways in vivo, we injected these 2 inhibitors into P1 neonatal mice, respectively, and monitored cardiomyocyte maturation at P14 and P21, respectively (Fig. 7g). Both Plerixafor and BP-1-102 treatment significantly preserved the proliferative capacity of CMs (AURKB^+^−, MKI67^+^−, and pH3^+^-CMs) compared to DMSO control on day 14 (Fig. 7h, i, Supplementary Fig. 6a, b), an effect that diminished on day 21 (Supplementary Fig. 6c–f). These results indicated that repression of these signaling pathways delayed cell cycle exit of CMs, which other mechanisms may compensate for over time. In parallel with temporarily reserved proliferative capacity, gap junction formation (GJA1 expression) was drastically compromised upon treatment with Plerixafor or BP-1-102 at both P14 and P21, respectively, a strong indication of retarded heart maturation (Fig. 7j, k, Supplementary Fig. 6g, h).

**Fig. 7:**
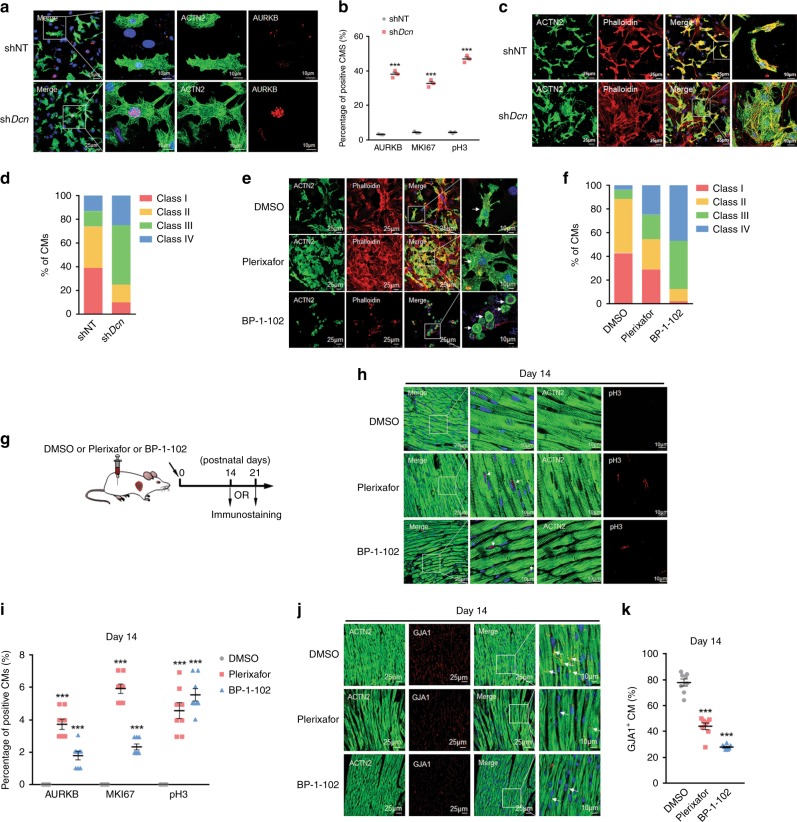
Targeted inhibition of conserved pathways impairs maturation. **a** Immunofluorescent (IF) staining against ACTN2 and AURKB in imCMs-AF upon transfection with shNT and sh*Dcn*, respectively. Scale bars = 25 or 10 μm. **b** Quantification of ACTN2^+^AURKB^+^ (**a**), ACTN2^+^MKI67^+^ (Supplementary Fig. 5b) or ACTN2^+^pH3^+^ (Supplementary Fig. 5c). Data are plotted as mean ± SEM from three independent experiments, ***p < 0.001, two-sided Student’s *t*-test. **c** Immunostaining against ACTN2 and Phalloidin in imCMs 3.5 days after co-culture with AFs upon depletion of NT (shNT) or *Dcn* (sh*Dcn*), respectively. **d** Percentages of CMs in different morphology grades in **c**. **e** Immunostaining against ACTN2 and Phalloidin in imCMs 3.5 days after co-culture with AFs in the presence of DMSO, Plerixafor or BP-1-102, respectively. **f** Percentage of CMs in different morphology grades in **e**. **g** Workflow of animal experiment. Neonatal (P1) mice were treated with DMSO, Plerixafor or BP-1-102 daily for 14 (Day 14) or 21 days (Day 21), respectively. Mice were sacrificed for immunostaining of heart sections at P14 or P21, respectively. **h** Immunofluorescent staining against ACTN2 and pH3 in heart sections from mice at P14. White arrows indicate co-localization. Scale bar = 10 or 25 μm. **i** Quantif**i**cation of ACTN2^+^AURKB^+^, ACTN2^+^MKI67^+^, and ACTN2^+^pH3^+^ cells^.^ Data are plotted as mean ± SEM, *n* = 8 biologically independent mice, ***p < 0.001, two-sided Student’s *t*-test. **j** Immunofluorescent staining of ACTN2 and GJA1 in heart sections of mice treated with DMSO, Plerixafor or BP-1-102 for 14 days, respectively. White arrows indicate co-localization. Scale bars = 10 or 25 μm. **k** Quantification of ACTN2^+^GJA1^+^ cells in **j**, Data are plotted as mean ± SEM, *n* = 8 biologically independent mice, ***p < 0.001, two-sided Student’s *t*-test. Source data are provided as a Source Data file.

Given critical roles of the chemokine signaling pathway and ECM-receptor interactions in cardiomyocyte maturation, we sought to test the possibility of targeting them to manipulate CM maturity in the adult heart. To this end, we first treated adult mice with these 2 inhibitors, and evaluated cardiac function 2 weeks after treatment. In contrast to neonatal mice, CM proliferation, gap junction formation in CMs, as well as ejection fraction of hearts, remained similar across all groups, suggesting limited influence of these two pathways on cardiac function in normal adult hearts (Supplementary Fig. 7). Together, these observations indicated that the actions of these signaling pathways were specific to immature hearts.

### Pathway inhibition reverses CM maturation upon injury

We next tested the possibility to leverage such signaling pathways to promote CM proliferation upon cardiac injury. Specifically, we treated mice with Plerixafor or BP-1-102, or DMSO as vehicle control, immediately following myocardial infarction surgery (Fig. 8a). Intriguingly, both Plerixafor and BP-1-102 significantly improved cardiac function, and increased CM proliferation (AURKB^+^−, MKI67^+^−, and pH3^+^− CMs) in the border zones of infarcted areas, compared to DMSO control group (Fig. 8b–f, Supplementary Fig. 8). These results suggested that signaling pathways central to cardiomyocyte maturation may be exploited for the development of strategies to promote cardiac regeneration under stressed conditions.

**Fig. 8:**
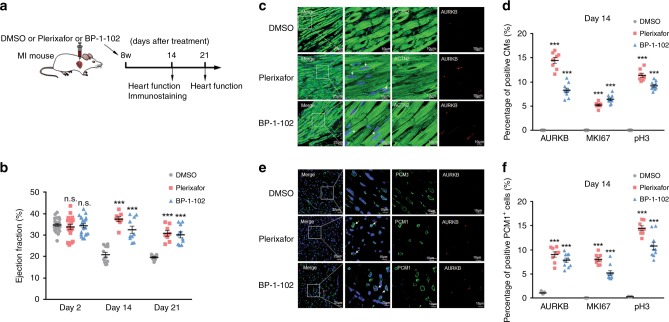
Pathway inhibition reverses CM maturation upon injury. **a** Workflow of animal experiment. Eight-week-old mice were subjected to myocardial infarction (MI) surgery, and corresponding inhibitors or DMSO were administered immediately afterwards. Mice were sacrificed 14 days post surgery, and hearts were removed for immunostaining. The additional set of mice was monitored for cardiac function on days 2, 14, and 21. **b** Quantification of ejection fraction based on echocardiogram. Data are plotted as mean ± SEM, *n* = 23, 18, 20 biologically independent mice in DMSO, Plerixafor and BP-1-102 group at Day 2, respectively, *n* = 11, 8, 10 biologically independent mice in DMSO, Plerixafor and BP-1-102 group at Day 14 and Day 21, respectively. ***p < 0.001, n.s. not significant, two-way ANOVA. **c** Immunofluorescent staining against ACTN2 and AURKB in the border zones of infarcts from (a). White arrows indicate co-localized cells. Scale bars = 10 or 25 μm. **d** Quantification of ACTN2^+^AURKB^+^ and ACTN2^+^MKI67^+^, and ACTN2^+^pH3^+^ cells^.^ Data are plotted as mean ± SEM, *n* = 11, 8, 10 biologically independent mice in DMSO, Plerixafor and BP-1-102 group, respectively. ***p < 0.001, one-way ANOVA. **e** Immunofluorescent staining against PCM1 and AURKB in the border zones of infarcts from **a**. White arrows indicate co-localized cells. Scale bars = 10 or 25 μm. **f** Quantification of PCM1^+^AURKB^+^ and PCM1^+^MKI67^+^, and PCM1^+^pH3^+^ cells^.^ Data are plotted as mean ± SEM, *n* = 11, 8, 10 biologically independent mice in DMSO, Plerixafor and BP-1-102 group, respectively. ***p < 0.001, one-way ANOVA. Source data are provided as a Source Data file.

### Conserved role of FBs in human cell model

Human pluripotent stem cell-derived cardiomyocytes (hPSC-CMs) hold great promise for cardiac regenerative medicine. However, their immature properties remain a major hurdle in their clinical application. Given the predominant role of fibroblasts from adult mouse hearts in cardiomyocyte maturation, we asked whether human adult cardiac fibroblasts were also capable of promoting maturation of hPSC-CMs. To address this question, we isolated human adult cardiac fibroblasts (hAFs), and co-cultured them with human embryonic stem cell-derived CMs (hESC-CMs) (Fig. 9a). While most hESC-CMs were highly proliferative, as evidenced by high percentages of AURKB^+^−, MKI67^+^−, and pH3^+^− CMs, CMs co-cultured with hAFs exhibited marked decrease in their proliferative capacity (Fig. 9b, c, Supplementary Fig. 9a, b). In addition, co-culture with hAFs also significantly promoted morphological maturation of CMs (Fig. 9d, e, Supplementary Fig. 9c). At the transcriptional level, hAF co-culture significantly induced expression of cardiac genes, including *MYH6* and *TNNT2*, and repressed expression of proliferative genes, such as *MKI67* and *AURKB* (Fig. 9f). GO analysis of upregulated genes showed enrichment of biological behaviors related to muscle system process and heart contraction, whereas downregulated genes were significantly enriched in DNA replication and nuclear division, suggesting maturation of CMs (Fig. 9g). Noteworthily, Plerixafor and BP-1-102 failed to suppress co-culture-induced hESC-CM maturation, suggesting differential utilization of signaling pathways in AF-induced CM maturation in different species (Supplementary Fig. 9d–g).

**Fig. 9:**
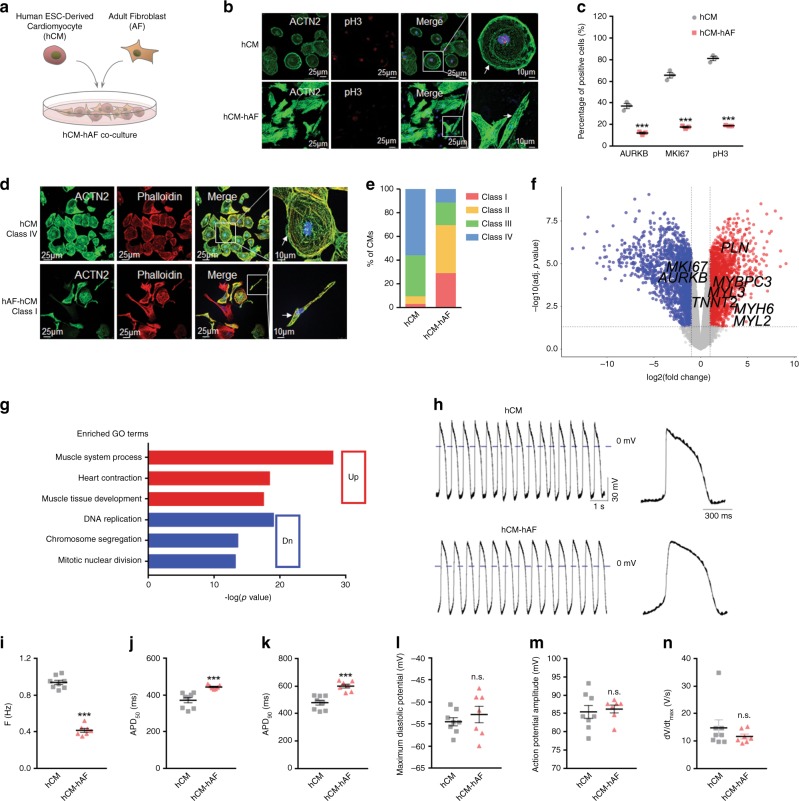
Conserved role of FBs in human cell model. **a** Schematic of co-culture of human cells in vitro. Cardiomyocytes induced from human embryonic stem cells (hESC-CMs) were co-cultured on a monolayer of cardiac fibroblasts isolated from adult human heart (hAFs). **b** Immunofluorescent staining against ACTN2 and pH3 in hESC-CMs 7 days after co-culture with or without hAFs, respectively. White arrows indicate co-localized cells. Scale bars = 10 or 25 μm. **c** Quantification of ACTN2^+^AURKB^+^, ACTN2^+^MKI67^+^, and ACTN2^+^pH3^+^ cells. **d** Immunostaining against ACTN2 and Phalloidin in the co-culture system. Representative images to show typical class I and class IV hESC-CM morphology when co-cultured with or without hAF, respectively. **e** Percentage of CMs in different morphology grades. **f** Volcano plot to show DEGs in hESC-CMs only versus those co-cultured with hAF. Red indicates upregulated genes, and blue represents downregulated genes upon AF co-culture. **g** Gene ontology analyses of upregulated or downregulated genes (**f**). Selected top categories are shown. **h** Representative action potential tracings of hESC-CMs alone or in co-culture with hAFs, respectively. **i**–**n** Quantification of beating frequency (**i**), action potential duration to 50% repolarization (APD50, **j**), to 90% repolarization (APD90, **k**), maximum diastolic potential (MDP, **l**), amplitude of action potential (APA, **m**), and maximum rate of rise (d*V*/d*t*_max_) of action potential (**n**) in (**h**). *n* = 8 cells in hCM, = 7 cells in hCM-hAF. All data in this figure are plotted as mean ± SEM from three biologically independent experiments, ***p < 0.001, n.s. not significant, two-sided Student’s *t*-test. Source data are provided as a Source Data file.

In addition to molecular changes, hESC-CMs co-cultured with hAFs displayed increased APD50, APD90, in parallel with decreased beating frequency, as well as unchanged MDP, APA, and d*V*/d*t*_max_ compared to their hCM counterparts (Fig. 9h–n). These observations suggested a trend of electrophysiological maturation upon co-culture. To further validate enhanced functional maturation of hCMs in co-culture with hAFs compared to pure hCMs, we used calcium channel blocker nifedipine to assess their responses with respect to extracellular field potential (EFP), impedance, and beating rate, and observed significant changes in these parameters in the hCM-hAF, but not in the hCM group (Supplementary Fig. 9h–j). Collectively, these findings demonstrated that hAFs promoted maturation of hCMs in vitro, suggesting relatively conserved impacts of the cellular environment of cardiomyocyte maturation, which potentially offers strategies of promoting maturation of hESC-CMs in culture.

## Discussion

It is well established that the cellular microenvironment profoundly affects cell behaviors in various physiological and pathological contexts, including stem cell fate decision and cancer progression^34,35^. However, how alterations in the cellular microenvironment contribute to cardiac maturation lack systematic illustration. In this study, we analyzed scRNA-Seq data to gain insight into molecular events occurring in both cardiomyocytes (CMs) and non-cardiomyocytes (NCMs) during postnatal development in mice, and identified crucial cellular interactions and regulatory signaling networks. In-depth analysis of cellular crosstalk identified hitherto unknown contributions of certain NCM subtypes to cardiomyocyte maturation, of which fibroblasts from the adult heart demonstrated the most pronounced effects on relevant signaling pathways.

Cardiac fibroblast is a crucial NCM cell type in the heart, and is recognized to play complex roles in normal and dysfunctional hearts. For example, cardiac fibroblasts were reported to induce hypertrophic responses in cardiomyocytes by secreting factors like TGF-β and FGF-2 in response to pressure overload^36,37^. By contrast, other studies determined cardiac fibroblasts as the major cell source of interleukin (IL)-33 production, which exerted antihypertrophic effects to the same stimulus^38,39^. These seemingly controversial functions of fibroblasts may be the net outcome of highly context-dependent and dynamic compositions of fibroblast subpopulations, each of which endowed with slightly different functionalities. Therefore, heightened awareness of the different properties of cardiac cell subtypes and their dynamics may yield insight into previously unexplained phenomena or irreconcilable controversies.

Cardiac maturity is central to heart development and disease. It is generally accepted that progressive dedifferentiation of cardiomyocyte, and thus loss of CM identity, is the hallmark molecular event in cardiac hypertrophy^40,41^. By contrast, much less is understood about its microenvironmental setting, especially with regard to how the microenvironment transforms in disease, and subsequently translates into deteriorations in CMs. Our findings of the critical role of fibroblast subclusters in promoting CM maturation may extend into future work determining their role in the maintenance of CM maturity in the normal heart, as well as their changes and relationship with CM dedifferentiation in cardiac hypertrophy.

Another commonly encountered heart disease is myocardial infarction (a.k.a. heart attack), where blood flow to the myocardium is abruptly cut off, thereby causing tissue damage. Given the limited regenerative capacity of CMs, developing techniques to regenerate the damaged myocardium remains the major hurdle in the prognosis of such patients. Previous studies have demonstrated that at the border zone of infarcted regions, existing CMs dedifferentiate into an immature state, with a parallel increase in proliferation^42^. Although incapable of fully repairing injury, these observations provide critical clues on the regeneration of damaged myocardium, namely, via proliferation of endogenous CMs. Therefore, the key to cardiac repair became finding a way to induce already matured CMs into a relative immature state with high proliferative potential. Given our observations that adult fibroblasts facilitated cardiomyocyte maturation, one might speculate on their potential inhibitory roles in cardiomyocyte proliferation/dedifferentiation, and thus in cardiac damage repair. In line with this idea, inhibition of key signaling pathways involved in adult fibroblast-induced cardiomyocyte maturation significantly increased CM proliferation both in postnatal development and myocardial infarction, suggesting that these cells may be a potential target to manipulate CM fate in physiology and disease. Noteworthily, inhibitors used in our study broadly target key signaling pathways in all cell types, rather than CMs only, raising the possibility that improved cardiac function or CM proliferation was due to indirect effects on other cell types. Indeed, previous studies reported that CXCR4 inhibition, as the pharmacological effect of Plerixafor treatment, promoted cardiac repair and improved outcomes via T cell mobilization and recruitment of bone marrow progenitor cells for angiogenesis^43,44^. Therefore, CM-specific targeting of these signaling pathways may be required to test their roles in CM proliferation in vivo in the future.

In addition to adult fibroblasts, subclusters of other cell types, including MP_3, SMC_3, and EC_1 in the adult heart, were also predicted to regulate cardiomyocyte maturation, although to a much lesser extent. Interestingly, a recent study uncovered a critical role of subtype switching of macrophage in progression of cardiac hypertrophy^45^. In addition, ACKR1^+^ EC was revealed to play a central role in maintenance of adult human heart function^46^. Therefore, it is worth exploring how other cell (sub)types exert their effects on cardiac maturation and other biological aspects in future studies. Moreover, identification of pertinent key signaling pathways may provide potential strategies to manipulate CM fate in postnatal heart development and cardiac diseases.

Stem cell-based, especially pluripotent stem cell-based, therapies hold great promise in cardiac regenerative medicine. However, adverse effects owing to their incomplete maturation prohibited their effective translation into the clinic^1,4^. Inspired by our single-cell analysis, we co-cultured immature CMs (imCMs) with adult fibroblasts in vitro to mimic cellular interactions in vivo, which, as anticipated, significantly enhanced maturity of CMs. Most importantly, human ESC-CMs attained advanced maturation traits upon co-culture with cardiac fibroblasts from adult human heart. These observations highlighted a central role of cardiac fibroblasts in CM maturation. Interestingly, a previous study suggested a critical role of embryonic fibroblasts in embryonic CM proliferation^23^, highlighting fibroblasts as major constituents of the microenvironment regulating CM fate. Thus, it may seem paradoxical to strive for high purity in the induction of cardiomyocytes from pluripotent stem cells, as is the goal of current methodologies, when cells actually yearn for a much more sophisticated niche for full maturation. Given minimal effects on maturation through prolonged culture of PSC-CMs, we may need to reconsider our current strategies to achieve better CM maturation in vitro^47^. Indeed, several efforts were put into promoting CM maturation by mimicking in vivo circumstances, such as 3D culture, physical conditioning, and engineered cardiac tissues using non-cardiac fibroblasts^26,27,48–50^, underscoring the importance of delineating the cellular microenvironment surrounding CMs. To this end, our study unbiasedly scrutinized postnatal heart maturation at single-cell resolution. In addition to a panoply of genes, pathways, and cell subtypes identified, we unveiled FB subtype switching as a critical microenvironmental event endogenously regulating postnatal cardiomyocyte maturation. Findings from our study not only offer ways to better reconstitute the natural niche to induce maturation of stem cell-derived CMs, and to minimize unwanted effects associated with stem-cell based therapies, but also shed light on how to leverage related proteins and pathways to manipulate CM fate in development and diseases.

## Methods

### Animals and human tissue samples

All animal protocols were approved by the Institutional Animal Care and Use Committee, Experimental Animal Center, Fuwai Hospital, National Center for Cardiovascular Diseases, China. All mice were housed in standard SPF condition with temperatures of 65–75 °F (~18–23 °C) and with 40–60% humidity. Eight-to-ten-week-old male C57BL/6 mice were used in this study unless otherwise specified; the number of mice studied was indicated for each experiment respectively. Mice were randomly assigned into groups by means of drawing lots. Echocardiographic analyses were performed by an independent investigator blinded to the procedure. For the use of human tissue, informed consent was obtained from subjects in the clinic for use of the human heart tissue in research.

### Drug treatment of animals

P1 C57BL/6 mice and their mothers were purchased from the National Institutes for Food and Drug Control and used for evaluating the effect of Plerixafor and BP-1-102, respectively. Mice were administrated 5 mg/kg Plerixafor, 3 mg/kg BP-1-102 or DMSO through subcutaneous injection every 24 h for 14 or 21 days, respectively. By the end of treatment, cardiac function was determined via echocardiography (VisualSonicsVeVo 2100 Imaging System) by evaluating ejection fraction (EF) and left ventricular fractional shortening (FS). Additionally, hearts were immediately harvested after perfusion, fixed with 10% formalin, and embedded in paraffin for immunofluorescence staining. Adult mice received drug treatment following the same protocol.

### Myocardial infarction model

Chronic myocardial ischemia was achieved by permanently ligating the left anterior descending (LAD) coronary artery. Briefly, 8-week-old C57BL6J mice were anesthetized with isoflurane, subjected to chest hair removal, and ventilated with a volume-cycled rodent respirator with 1–2 ml per cycle at a respiratory rate of 120 cycles per min. Next, thoracotomy was performed at the third intercostal space and self-retaining microretractors were placed to separate the third and fourth rib to visualize the LAD. A 7-0 prolene suture (LINGQIAO, Ningbo medical needle Co., Ltd) was then passed under the LAD at 1 mm distal to the left atrial appendage. The LAD was doubly ligated. Successful ligation was confirmed by color loss of the LV wall. Next, the chest wall was closed with a 7-0 prolene suture (LINGQIAO, Ningbo medical needle Co., Ltd) and the skin was closed with 4-0 prolene suture (F404, Shanghai PudongJinhuan Medical Supplies Co., Ltd.). Finally, mice were extubated and allowed to recover from surgery under a heating lamp. Sham-operated mice underwent the same procedure but without ligation. The mouse surgeon was blinded to the study. At day 14, cardiac function and ventricular structure were determined via echocardiography (VisualSonicsVeVo 2100 Imaging System). At the end of the study (day 21), hearts were harvested, and prepared for immunofluorescence staining.

### Isolation of murine cardiomyocytes and cardiac fibroblasts

Neonatal hearts were resected from C57BL/6J mice on postnatal 1 day, and cardiomyocytes were digested using the Pierce™ Primary Cardiomyocyte Isolation Kit according to the manufacturer’s protocol (Thermo, #88281). In brief, left ventricles freshly dissected from neonatal hearts were minced into 1–3 mm^3^ pieces in a 1.5 ml sterile microcentrifuge tube, and 0.2 ml of reconstituted Cardiomyocyte Isolation Enzyme 1 (with papain) and 10 µl Cardiomyocyte Isolation Enzyme 2 (with thermolysin) were added to each tube, mixed gently and incubated at 37 °C for 30–35 min. Then, tissues were washed with 0.5 ml of Complete DMEM for Primary Cell Isolation, triturated, and centrifuged at 1000 rpm at room temperature. Finally, cells were filtered through a 100 µm-cell strainer to remove undigested tissues and to obtain single-cell suspension. Resulting single cells were plated onto a 10 cm dish for differential velocity adherence for 70 min, at which point non-cardiomyocytes (NCMs) mainly including neonatal fibroblasts (NFs) adhered, whereas cardiomyocytes (CMs) did not, and thus could be isolated.

Adult mouse hearts were dissociated by retrograde perfusion with enzymatic Tyrode’s solution supplemented with 1 mg/ml collagenase II (Sigma) on a Langendorff perfusion apparatus as previously described^51^. In brief, adult mouse were anesthetized by isoflurane, and retrogradely perfused for about 15 min at a constant flow of 4 ml/min with Tyrode’s buffer at 37 °C containing (mM): 120 NaCl, 1.2 MgCl_2_, 10 KCl, 1.2 KH_2_PO_4_, 10 glucose, 10 HEPES, 20 taurine, 5 pyruvate, adjusted to pH = 7.4 with NaOH. Left ventricles were excised and cut into small pieces in enzyme-free buffer containing 1 mg/ml BSA and gently dissociated for 1 min to facilitate myocyte dissociation. Cell suspensions, which mainly were adult fibroblasts (AFs), were incubated for another 2 min and filtered through a 100 µm-cell strainer to remove undigested tissues.

All isolated FBs were cultured for three passages to increase their purity before co-culture. Both neonatal and adult fibroblasts were subsequently cultured in fibroblast medium (10% FBS in DMEM) for the following co-culture experiments.

### Isolation of adult human cardiac fibroblasts

Adult human heart tissues were resected from donors from the clinic, and fibroblasts were digested using the Pierce™ Primary Cardiomyocyte Isolation Kit according to the manufacturer’s protocol (Thermo, #88281) as mentioned above. In brief, freshly dissected human hearts were minced into 1–3 mm^3^ pieces in a 1.5 ml sterile microcentrifuge tube, and 0.2 ml of reconstituted Cardiomyocyte Isolation Enzyme 1 (with papain) and 10 µl Cardiomyocyte Isolation Enzyme 2 (with thermolysin) were added to each tube, mixed gently and incubated at 37 °C for 30–35 min. Then, tissues were washed with 0.5 ml of Complete DMEM for Primary Cell Isolation, triturated, and centrifuged at 1000 rpm at room temperature. Finally, cells were filtered through a 100 µm-cell strainer to remove undigested tissues and to obtain single-cell suspension. Resulting single cells, mainly including adult fibroblasts (hAFs), were plated onto a 10 cm dish for culturing, and the medium will be changed every day. Fibroblasts were subsequently cultured in fibroblast medium (10% FBS in DMEM) for the following co-culture experiments.

### Single-cell RNA-Seq

Cells in co-cultures, stained by CellTracker^TM^ Green CMFDA or CellTracker^TM^ Res CMTPX, were digested with 0.25% trypsin for 1 min at 37 °C, rigorously pipetted up and down several times, filtered through a 100 μm-cell strainer, and subjected to FACS sorting. Single-cell sequencing libraries were generated using the ICELL8 platform (Takara). In brief, isolated cells were stained with a mixture of Hoechst 33342 and Propidium Iodide (Thermo, R37610) according to the manufacturer’s instruction. After washing with PBS, cells were counted on the Moxi^TM^ Automated Cell Counter. A cell suspension of 20,000 cells/ml was submitted to the MultiSample NanoDispenser (MSND, Wafergen Biosystems) for single cell preparation. Dispensed cells were then imaged on the Imaging Station, and single live cells, defined by Hoechst-positive and Propidium Iodide-negative staining, were selected. Selected cells were subjected to reverse transcription and first-step amplification on a Chip Cycler (Bio-Rad), and the resulting cDNA was purified and size-selected with Agencourt AMPure XP beads (A63880, Beckman Coulter)^52^. One ng of purified cDNA was used to generate a sequencing library with the Nextera XT DNA sample preparation Kit (Illumina, FC-131-1024). Libraries were sequenced on the NextSeq 500 sequencer (Illumina) using the 26nt and 50nt paired-end sequencing protocol.

### Cell co-culture system in vitro

Immature cardiomyocytes (imCMs) were co-cultured with neonatal cardiac fibroblasts (NFs, plating ratio 1:0.2) at postnatal day 1 (P1) or with adult cardiac fibroblasts (AFs, plating ratio 1:0.33) from C57BL/6J mice for 3.5 days before endpoint assessments. Relatively fewer neonatal fibroblasts were used to accommodate their proliferation. imCMs co-cultured with fibroblasts were maintained in DMEM supplemented with 10% FBS.

Human embryonic stem cells (H1) were plated on Matrigel-coated plates (Corning), and maintained in TeSR™-E8™ media (StemCell Technologies, Cat. #05990). A monolayer-based directed differentiation protocol was used to generate hESC-CMs^53^. In brief, on day 1 of differentiation, hESCs were induced by changing the culture media to RPMI1640 containing 3 µM CHIR-99021HCl (SelleckChem, Cat. #S2924), and 2% B-27 minus insulin (Gibco). After 3 days of culture, the media was replaced with RPMI1640 containing 5 µM IWR-1-endo (SelleckChem, S7086) and 2% B-27 minus insulin (Gibco) for 2 days. On day 5, the media was again changed to RPMI1640 containing 2% B-27 minus insulin (Gibco) for 3 days. From day 8 onward, cultures were fed every 3 days with RPMI1640 plus 1× B-27 supplement. For human cardiac co-culture, human ESC-derived cardiomyocytes were co-cultured with adult human cardiac fibroblasts (hAFs) at a ratio of 1:0.33 (1.33 × 10^5^ cells in total in one well of 6-well plate) in DMEM supplemented with 10% FBS for 7 days.

### Lentivirus-based gene silencing

shRNA sequences were designed as follows: sh*Dcn*: CCTGTCTAAGAACCAACTAAA. shRNA were cloned into the pLKO.1 lentivirus-based vector, and lentivirus was packaged according to manufacturer’s instructions. Adult cardiac fibroblasts or neonatal cardiomyocytes were transduced with corresponding lentiviruses at approximately 80% confluency, and co-culture experiments were performed 2 days after transduction, respectively. Subsequent analyses were conducted 3.5 days after co-culture.

### Immunofluorescence staining

Cells were grown on glass coverslips in the presence of gelatin, fixed for 15 min in cold 4% paraformaldehyde (PFA), and incubated with 5% normal goat serum (NGS; ZSGB-BIO, Beijing, China) in PBS with 1% Triton X-100 (Sigma) for 1 h at room temperature. Primary antibodies were incubated overnight (over 18 h) at 4 °C, protected from light. After further incubation at 37 °C for 45 min, cells were incubated with corresponding secondary antibodies conjugated with FITC488 or Alexa Fluor 594 in the dark, and mounted with fluorescent mounting medium. Images were taken on a confocal scanning laser microscope (Leica, SP8, Germany).

Immunostaining with anti-ACTN2 (1:200, ab9465, Abcam, USA), anti-TNNT2 (1:100, ab8295, Abcam, USA), and anti-PCM1 (G-6) (1:50, sc-398365, Santa Cruz, USA) were used as cardiomyocyte markers. To examine cardiac proliferation, the following antibodies were used: monoclonal anti-AURKB antibody (1:100, ab2254, Abcam), anti-MKI67 antibody (1:100, ab15580, Abcam), anti-phospho-histone (pH3) antibody (1:100, 53348, CST). To examine cardiomyocyte maturation, the following antibodies were used: anti-GJA1 antibody (1:100, 15386-1-AP, proteintech), EGR1 antibody (1:100, 55117-1-AP, proteintech), FABP4 antibody (1:100, ab92501, Abcam). To examine fibroblast identity, the following antibodies were used: anti-VIM antibody (ab193555, Abcam), anti-VIM antibody (ab8978, Abcam). The TRITC-Phalloidin reagent (1:300, Thermo Fisher) was used to visualize F-actin for morphology assessment.

The secondary antibodies used in this study were fluorescein (FITC488)-conjugated goat anti-mouse IgG (H + L) (1:400, ZA-0511, ZSGB-BIO, China) and Alex Fluor 594-conjugated goat anti-rabbit IgG (H + L) (1:400, ZA-0512, ZSGB-BIO, China). FITC488-conjugated goat anti-rabbit IgG (H + L) (1:400, ZA-0513, ZSGB-BIO, China), Alex Fluor 594-conjugated goat anti-mouse IgG (H + L) (1:400, ZA-0514, ZSGB-BIO, China), and FITC488-conjugated goat anti-rat IgG (H + L) (1:400, ZA-0515, ZSGB-BIO, China). Cell nuclei were counterstained with 0.1% 4′,6-diamidino-2-phenylindole (DAPI, ZSGB-BIO, China).

Definition of cardiomyocyte classes was based on the following criteria (morphology and filament arrangement): Class I, elongated CMs with clear and well-arranged filaments; Class II, elongated CMs with less clear or well-arranged filaments; Class III, round-shaped CMs with some clear filaments; Class IV, round-shaped with ambiguous filaments. For quantification in vitro, six randomly chosen fields in each group per experiment, and values were plotted as mean ± SEM from five independent experiments. For quantification in vivo, six randomly chosen fields in each section, and five sections from each mouse.

### Flow cytometry

Adult cardiac fibroblasts (passages 3–6) and neonatal imCMs (P1), from C57BL/6J mice were stained by CellTrackerTM Green CMFDA (Thermo, C2925) at 37 °C for 20 min, respectively, and imCMs were stained with CellTrackerTM Res CMTPX (Invitrogen, C34552) at 37 °C for 20 min. Co-cultures were established as described above. The medium was renewed every day. All samples were digested by 0.25% trypsin and analyzed on the BD FACS Canto^TM^ II flow cytometry system (BD Biosciences). Only cells with one fluorescence dye (green or red) were collected thereafter.

### Cardiomyocyte T-tubule staining

imCMs were isolated and co-cultured as previously described. Samples were incubated with di-8-ANEPPS (10 μM, Thermo, D3167) for 10 min in a black cassette at room temperature. T-tubules were visualized using a Leica TCS SP8 confocal scanning microscope (Leica, Germany). T-tubule density was determined by thresholding to mean fluorescence intensity of the entire cell using ImageJ. The t-tubule density was then calculated for the interior of the cell, which was defined as the above-threshold area divided by the cross-sectional area. Transverse and longitudinal t-tubule quantities were normalized to cell area and t-tubule density of individual cells.

### Ca^2+^ transient measurements

For measurements of Ca^2+^ transients, the cells were loaded with fluo-4, AM (20 μM, Thermo, F14217) for 30 min at 37 °C in the dark and superfused with a 37 °C HEPES Tyrode solution. Spontaneous action potentials or calcium waves were recorded every 3 ms using a Leica TCS SP8 STED confocal scanning microscope (Leica, Germany), with a 512 pixel line drawn along the longitudinal axis of the cell. Data were acquired using ImageJ and were quantified as the extracellular background signal subtracted from fluorescence intensity (*F*) and then normalized to the baseline fluorescence (*F*0). Transient amplitude was presented as a relative scale (Δ*F*/*F*0).

### Electrophysiological recording

Whole-cell patch clamping was applied for ionic current and action potential recordings with an Axon 200B patch-clamp amplifier (Axon Instruments, USA). Ionic currents were recorded with Giga-Ohm seal in voltage clamp mode, and action potentials were recorded in current clamp mode. Pipette resistances were 1.5–3 MΩ. Current is expressed as current density (normalized cell capacitance). Data were recorded with sampling rates up to 2.0 kHz.

For action potential recording, the external solution contained (in mmol/l): 140 NaCl, 4 KCl, 2 CaCl_2_, 1 MgCl_2_, 10 glucose, and 10 HEPES, pH 7.4 with NaOH. Pipette solution contained (in mmol/l): 120 KCl, 1 MgCl_2_, 3 MgATP, 10 Hepes, and 10 EGTA, pH 7.2 adjusted with KOH.

For calcium current recording, the external solution contained (in mmol/l): 135 NaCl, 4 KCl, 2 CaCl_2_, 1 MgCl_2_, 10 glucose, and 10 HEPES, pH 7.4 with NaOH. Pipette solution contained (in mmol/l): 110 CsCl, 6 MgCl_2_, 5 Na_2_ATP, 10 HEPES, and 15 TEA-Cl, pH 7.2 adjusted with CsOH. tetrodotoxin (0.02 mmol/l) and 4-aminopyridine (5 mmol/l) were added to inhibited *I*_Na_ and *I*_to_. Calcium current was elicited by 1-s depolarizing steps from a holding potential of −70 mV to potentials ranging from −70 to +60 mV in 10-mV increments.

For *I*_to_ and *I*_K_ recording, tetrodotoxin (0.02 mmol/l), nifedipine (0.01 mmol/l), and BaCl_2_ (0.5 mmol/l) were added to blocked *I*_Na_, *I*_Ca_, and *I*_K1_, respectively. The external solution contained (in mmol/l): 140 NaCl, 4 KCl, 2 CaCl_2_, 1 MgCl_2_, 10 glucose, 10 HEPES, pH 7.4 with NaOH. Pipette solution contained (in mmol/l): 130 KCl, 10 HEPES, 5 MgATP, 10 EGTA, and 1 MgCl_2_, pH 7.2 adjusted with KOH. *I*_to_ current was elicited by depolarizing steps from a holding potential of −50 mV to potentials ranging from −40 to +80 mV in 10-mV increments. *I*_to_ was measured as the transient component of the outward current before the development of *I*_K_. *I*_K_ current was elicited by 3 s depolarizing steps from a holding potential of −50 mV to potentials ranging from −40 to +80 mV in 10 mV increments, followed by a repolarization to −50 mV.

To record *I*_Na_, we used an external K^+^-free solution that contained (in mmol/l):117.5 CsCl, 20 NaCl, 1 CaCl_2_, 1 MgCl_2_, 10 glucose, and 20 HEPES, pH 7.4 adjusted with CsOH. Pipette solution contained (in mmol/l): 110 CsCl, 6 MgCl_2_, 5 Na_2_ATP, 10 HEPES, and 15 TEA-Cl, pH 7.2 adjusted with CsOH. *I*_Na_ current was elicited by 100-ms depolarizing steps from a holding potential of −80 mV to potentials ranging from −80 to +40 mV in 5 mV increments. The interval between voltage steps was 3 s.

### Contractility and extracellular field potential measurement

The impedance of hESC-derived CMs were measured with CardioExcyte96 (Nanion Technologies) to study pharmacological effects on contractility and coordinated ion channel activity through extracellular field potential (EFP) recordings.

For human cardiac co-culture, cells were co-cultured with adult human NCMs in DMEM media supplemented with 10% FBS. Before experimentation, cells were pelleted and then resuspended in DMEM media to yield a cell density of 40,000–60,000 viable cells per well on the NSP-96 to ensure the formation of a synchronously beating monolayer. All hESC-CMs used in this study were monitored during spontaneous beating using the CardioExcyte Control software (Nanion Technologies GmbH).

Nifedipine (300 nM, Sigma-Aldrich), which is an L-type Ca^2+^ channel blocker causing QT shortening in cardiomyocytes, was prepared at 2× concentration in culture media, and used at a final concentration of 1×. Measurements of impedance and EFP were taken every 5 min for a length of 20 s, over a period of 2 h.

Data were analyzed using DataControl 96 (Nanion Technologies GmbH). In general, a mean beat was generated in impedance and EFP modes by aligning individual beats and calculating mean beat and standard deviation.

### RNA-Seq

FACS-sorted CMs and NCMs were pelleted by centrifugation at 300 × *g* for 3 min. Total RNA was extracted with the GeneJET RNA Purification Kit (Thermo, K0732). In brief, 600 µl of lysis buffer supplemented with β-mercaptoethanol was added to cell pellets, and mixed thoroughly by pipetting, followed by addittion of 360 µl ethanol (100%), after which the sample was mixed again. The sample was transferred to the GeneJET RNA Purification Column inserted in a collection tube to centrifuge the column for 1 min at ≥12,000 × *g*, followed by serial washes: 700 µl Wash buffer 1600 µl of Wash buffer 2 and 250 µl of Wash buffer 2. Finally, 100 µl of nuclease-free water was added to elute RNA. Sequencing libraries were prepared using the TruSeq RNA Library Prep Kit V2 (RS-122-2002, Illumina) according to manufacturer’s instructions. All libraries were sequenced on the NextSeq500 sequencer (FC-404-2005, Illumina) using the 35nt paired-end sequencing protocol.

### Single-cell RNA-Seq quality control

Raw base call (BCL) files were converted to FASTQ files using bcl2fastq (2.18.0.12). Raw reads were processed in four steps: (1) Only read pairs whose read 1 uniquely mapped the pre-defined barcode tag (10 nt) and UMI (14 nt) were considered as valid. (2) Read pairs were filtered by cutadapt (v1.8.1). The parameters were: -m 20 --trim-n --max-n 0.7 –q 20. 3) Reads were then aligned to genomes of *E. coli*, mycoplasma, yeast, and adapter sequences by bowtie2 (v2.2.4)^54^. Contaminants were filtered by FastQ Screen (v0.5.1.4). Clean reads were then mapped to the UCSC mm10 genome via STAR (v2.5.2b)^55^ and assigned to Ensembl genes^56^ by featureCounts. Sequencing reads were further filtered and sorted by a custom filtering pipeline (see below).

For cell filtering, the number of captured transcripts per gene was inferred based on UMIs, and all read pairs with UMIs containing Ns were excluded. Only cells with a minimally detected gene number of 500 were kept for downstream analysis^52^. To remove background signal, only genes detected in at least ten cells were considered as passing the threshold. In addition, reads mapped to all 37 mitochondrial genes were excluded (Supplementary Data 32). Then, cells were filtered with genome alignment percentage over 50%, and distinct UMI number less than 1e6, and between the average distinct UMI number ±2* standard deviation across all the cells. Further, as illustrated by Butler et al.^57^, per-gene transcript counts were normalized across cells. Within each single cell, the UMI count of each gene was divided by total UMIs of that cell, and multiplied by size factor 10,000 to obtain a TPM-like value, which was then transformed to natural logarithm. A total of 1648 cells were isolated from co-cultures, and 7507 cells from mice, both reaching an average raw read depth of ~0.1 M reads per cell. 

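The files of P1 to P14 hold 5050 wells, of which 40 are control wells and 5010 hold cells, 759 at P1, 1323 at P4, 1524 at P7 and 1404 at P14. P56 cells and co-cultured cells are not analysed here. Over all 5010 cells, before any filter, the median number of read pairs per cell was 179043. By stage the medians were 303870 at P1, 283971 at P4, 126159 at P7 and 164930 at P14. The median number of UMIs per cell, without the mitochondrial genes, was 32645 at P1, 48389 at P4, 21831.5 at P7 and 5019 at P14.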

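The stated limits were applied to the cells of P1 to P14, with the mean and SD taken over these cells of the distinct UMI number per well, which the deposited table of read pairs gives. This number is larger on average than the sum of the gene counts and was used without leaving out the mitochondrial genes. Of 5010 cells, 4434 passed. At P1, 674 of 759 passed (88.8%, exact binomial interval 86.3% to 91.0%), at P4 1241 of 1323 (93.8%, 92.4% to 95.0%), at P7 1509 of 1524 (99.0%, 98.4% to 99.4%) and at P14 1010 of 1404 (71.9%, 69.5% to 74.3%). The minimum of 500 genes removed 387 of the 394 failing P14 cells. At P1 and P4 most failing cells, 83 of 85 and 75 of 82, lay outside the UMI limits. The mean was 99531 UMIs and the SD 124810, so the lower limit of −150090 removed no cell and the upper limit was 349151. These limits depend on which cells are pooled, and the Methods take them across all the cells. The alternative that moved a stage most was a minimum of 1000 genes, under which 700 P14 cells passed. With the limits set on the counts without mitochondrial genes, 1206 cells passed at P4 and 684 at P1. With UMI limits set within each library, 732 cells passed at P1, 1449 at P7 and 943 at P14.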

After filtering, data of 1580 co-cultured cells and 6368 freshly isolated cells passed the criteria described above.

### Single-cell clustering and annotation of cell clusters

Clustering was conducted using the Seurat package (v2.1.0)^57^. Firstly the most variable genes among cells were selected by their average expression level and dispersion level: average log TPM-like value was restricted to be between 0.01 and 3, and the dispersion was set to be greater than 1. Then, the selected genes were used for cell clustering. The FindClusters function of Seurat based on shared nearest neighbor (SNN-cliq) clustering method was utilized with default parameters (*k* = 30). FACS-sorted co-cultured CMs and FBs were clustered as described above. The first ten PCA components were used to do SNN clustering at a resolution of 1. Each cluster was annotated as either CM or FB according to the expression of known markers. To preclude misclassification, only cells identified as the same cell type by both FACS and cell clustering were kept for analysis. For downloaded data (mouse P1 to adult), to remove any potential systematic batch effect in the data, canonical correlation analysis (CCA) was applied to identify cell clusters by RunMultiCCA function in Seurat. Each chip was considered a batch of experiment, and both number of UMI and number of genes in each cell were used as regression factors.

To address whether there was systematic batch effect in our data, we selected 107 house-keeping genes including 37 tRNA genes, 36 transcription elongation factor genes, 19 RNA polymerase II subunit genes, and 15 ribosomal genes (Supplementary Data 33). Then, a single-cell experiment object was constructed by scater (1.10.1), SingleCellExperiment (1.4.1) and scran (1.8.4). PCA analysis on these genes showed that all groups were mixed, and no obvious distinct pattern was observed. Moreover, any cluster in *t*-SNE analysis comprising cells from a single animal or replicate was considered an outlier cluster, and therefore was removed from downstream analysis. In our *t*-SNE results, all clusters contained cells from multiple animal samples or replicates. Hence, the difference among cell clusters is considered true biological differences rather than systematic technical issues.

### Identification of variable genes

The FindAllMarkers function was used to identify variable genes^57^, the with parameters test.use = wilcox, min.pct = 0.2, thresh.use = 0.2, only.positive = TRUE for clarifying the identity genes of each group of cells, and FALSE for identifying the DEGs between multiple groups of cells. Genes were filtered with a *q* value of 0.05. For block differential expression analysis, such as comparing CMs and other cells, all subclusters were combined. For differential expression analysis in a subgroup of cells, each subgroup was compared with all other cells.

### Cell trajectory analysis

Monocle2 (v2.6.0)^58^ was used to study pseudotime trajectories of cells. The UMI matrix was used as input and variable genes detected by Seurat were used for building traces. Branches in the cell trajectory represent cells that have alternative gene expression patterns.

### Cell type contribution analysis in cardiomyocyte maturation

To evaluate the contribution of different cell types, we performed the following steps: (1) We collected all signaling pathways potentially involved in CM maturation based on Monocle analysis. (2) We identified non-cardiomyocyte cell subtypes with significant proportion changes (using 10% as cutoff) in P56 (mature) compared to P1 (neonatal, immature) hearts, whose changes might be involved in CM maturation. (3) We next hypothesized that those cell subtypes whose proportions changed with maturation affected the signaling pathways in CM maturation via ligand–receptor interaction. (4) Then, we identified top-ranked secreted proteins specifically expressed in these cell subtypes (Please see “Methods” below), and retrieved KEGG pathways associated with these secreted proteins using program kg. Further, overlapping pathways between retrieved KEGG pathways and CM maturation-related signaling pathways were collected and shown in a network. (5) Upon such correlation, we evaluated the expression of all the linked ligands in the changed cell subtypes. (6) We ranked the overall impact of cell subtypes by summing all annotated ligands. (7) We next evaluated whether CMs expressed corresponding receptors to interact with those annotated ligands. To do this, we identified receptors expressed on CMs (please see “Methods” below), and paired them with those ligands according to the protein-protein interaction library constructed from STRING database (see “Methods” below). (8) Finally, we quantified ligand–receptor pairs to assess the contribution of each cell type to CM maturation.

### Cell–cell interaction network analysis

Mouse secreted proteins were extracted from the UniProt database^59^, with keywords: locations:(location:“Secreted [SL-0243]”) AND reviewed:yes AND organism: “Mus musculus (Mouse) [10090]”. A total of 1503 genes were retrieved as secreted genes. Membrane protein keywords: annotation:(type:transmem) goa:(“plasma membrane [5886]”) AND reviewed:yes AND organism: “Mus musculus (Mouse) [10,090]”. A total of 1509 genes were retrieved as membrane genes. We used FindAllMarkers function of Seurat to define specifically expressed genes in each cluster (*q* value < 1e−3). Genes encoding secreted protein were selected as possible ligands. Cell clusters with a change over 10% from P1 to P56 were considered significantly changed, and were kept for cell–cell interaction network analysis. To discover possible secreted proteins that directly influence change of CM from P1 to P56, we used a cross-match method. Firstly the KEGG pathways associated with the selected secreted proteins of each cluster were retrieved by the program kg. Program kg is a Python CLI and API that enables retrieval of KEGG pathways, their definitions and their related genes. It is an open-source software released on GitHub. Then the pathways were overlapped with the enrichment result of branching DEGs in the CM trajectory from P1 to P56. Only overlapping terms and associated ligands were kept. Further, a network graph of those functional terms and ligands were drawn using R package network (v1.13.0.1), sna (v2.4) and GGally (v1.4.0), and a heatmap of those associated secreted proteins were generated in Seurat.

To evaluate the total secreting capacity of each cell clusters. The sum of scaled expression (*z*-score) of all specific secreted proteins of each cell cluster was calculated, and the cell clusters were ordered by their *z*-score sum of all specific secreted proteins.

### Ligand–receptor interaction analysis

A protein–protein interaction library was retrieved from the STRING database (10090.protein.links.full.v10.5.txt)^60^, including 3,616,945 interacting pairs with experimental evidence. For each time point, CM-specific genes were identified by comparing CM cells to the rest of cells, using the FindMarkers function. Then, CM-specific membrane receptors were selected. The selected secreted proteins of each NCM cluster were retrieved by program kg as described above. Further, all potential pairs of ligand–receptor interactions were identified, according to a pre-built protein–protein interaction library. Then a circular layout was produced to visualize all those interactions, using circlize (0.4.6), and each line in the plot indicates a pair of ligand–receptor interaction. The number of ligands to CM receptors was summed up in each cell cluster.

### Bulk RNA-sequencing analysis

For RNA-Seq analysis of both co-cultured cells and mouse P1 to adult RNA-Seq data downloaded, reads were firstly aligned to genomes of mm10 by subread (R version 1.24.2)^61^. Unique reads were kept and then assigned to in-build refseq gene annotation of subread using featureCounts. Genes were further filtered, and only those with RPKM > 1 in two or more than two samples were kept for differential analysis^62^. Differential analysis was conducted with limma^63^. Genes with adjusted *p* value < 0.05 and absolute logFC > 1 were taken as significantly differentially expressed genes in P1 to P56 data and hCM co-culture data, and adjusted *p* value < 0.05 and absolute logFC > 0.58 for co-culture data.

### Statistics and reproducibility

All results are expressed as means ± SEM. Student’s *t*-test was used for comparison of two groups, one-way ANOVA, post hoc or two-way ANOVA was used for comparison of three groups in the manuscript, *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant. *p* < 0.05 was considered statistically significant. All representative images or results were selected from at least three independent experiments with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Supplementary Data 20

Supplementary Data 21

Supplementary Data 22

Supplementary Data 23

Supplementary Data 24

Supplementary Data 25

Supplementary Data 26

Supplementary Data 27

Supplementary Data 28

Supplementary Data 29

Supplementary Data 30

Supplementary Data 31

Supplementary Data 32

Supplementary Data 33

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Raw sequencing data generated in this study have been deposited at the GEO database under accession code: GSE123547. Single-cell RNA-Seq data of mouse cardiomyocytes in postnatal P1 to P14 have been deposited in the GEO database under accession code: GSE122706 and were generated in a completely separate study by our group using the same single-cell platform as in this study, and all are publicly available. The source data underlying Figs. 3d–e, 4c, h–m, o, q, s, u, w, 7b, i, k, 8b, d, f, 9c, i–n, and Supplementary Figs. 3e–i, 5a, 6f, h, 7b–c, f–g, 8a–d, 9e, j are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: Single-cell analysis of murine fibroblasts identifies neonatal to adult switching that regulates cardiomyocyte maturation
**Source:** Nat Commun. 2020 May 22;11:2585. doi: 10.1038/s41467-020-16204-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Single cell analysis of murine fibroblasts identifies neonatal to adult  
switching which regulates cardiomyocyte maturation**

Wang et al.

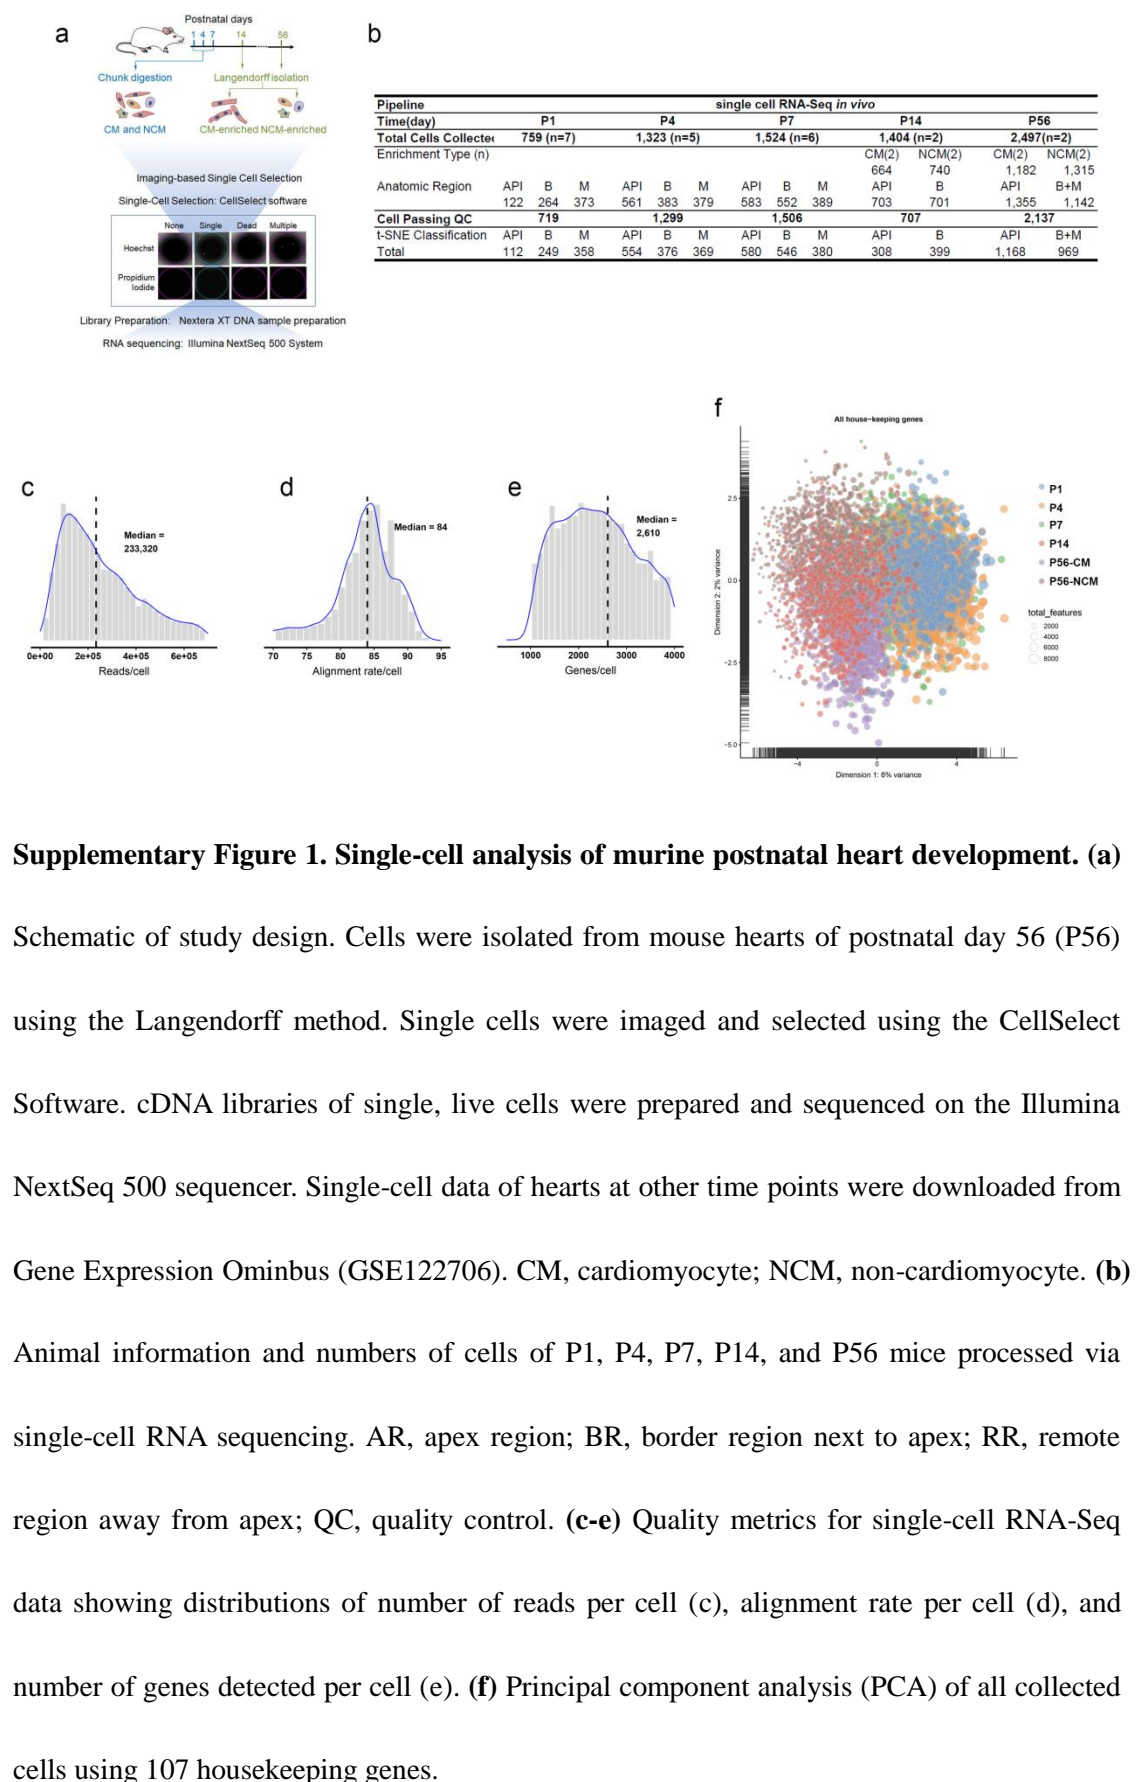

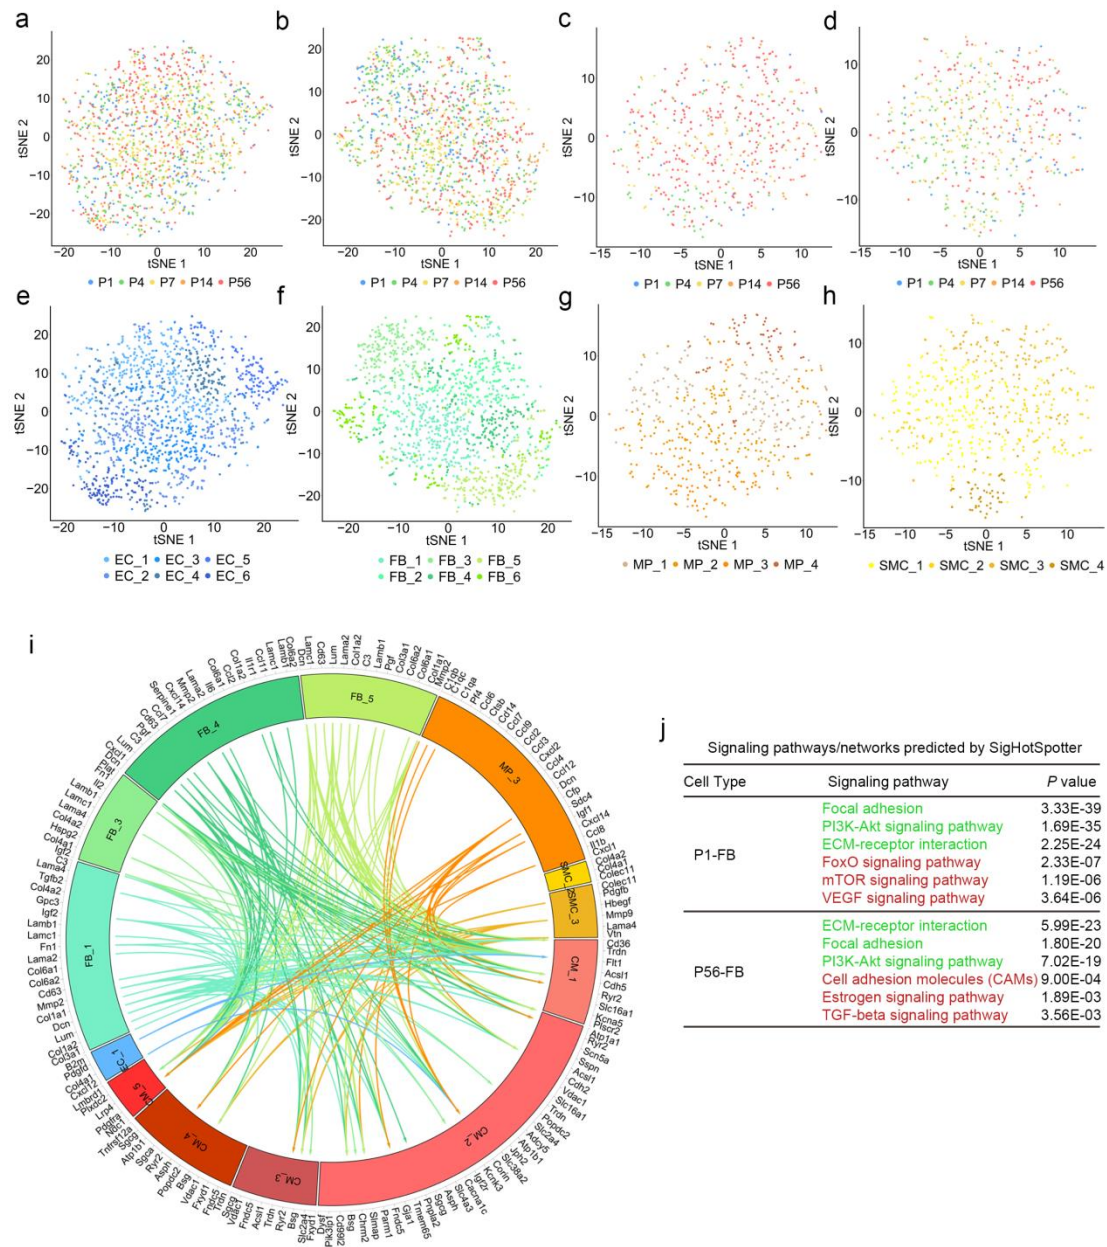

**Supplementary Figure 2. Prediction of cardiac fibroblasts as pro-maturation factor. (a-h)**

*t*-SNE clustering of EC (a, e), FB (b, f), MP (c, g), and SMC (d, h) from different time points.

Each color indicates either a time point (top) or a cell cluster (bottom). **(i)** Putative

ligand-receptor pairs between differentially expressed receptors in CM clusters and corresponding ligands in top-ranked cell types (Fig. 2g). Please see Supplementary Data 15

for the full list. **(j)** Predicted signaling pathways/networks responsible for FB identities in P1 and P56 hearts, respectively. Green represents signaling pathways shared in both types of

fibroblasts, whereas Red indicates differential pathways. Functional analysis was performed with enrichKEGG in clusterProfiler,  $p < 0.05$  was considered significant enrichment. Please see Supplementary Data 20-24 for the full lists.

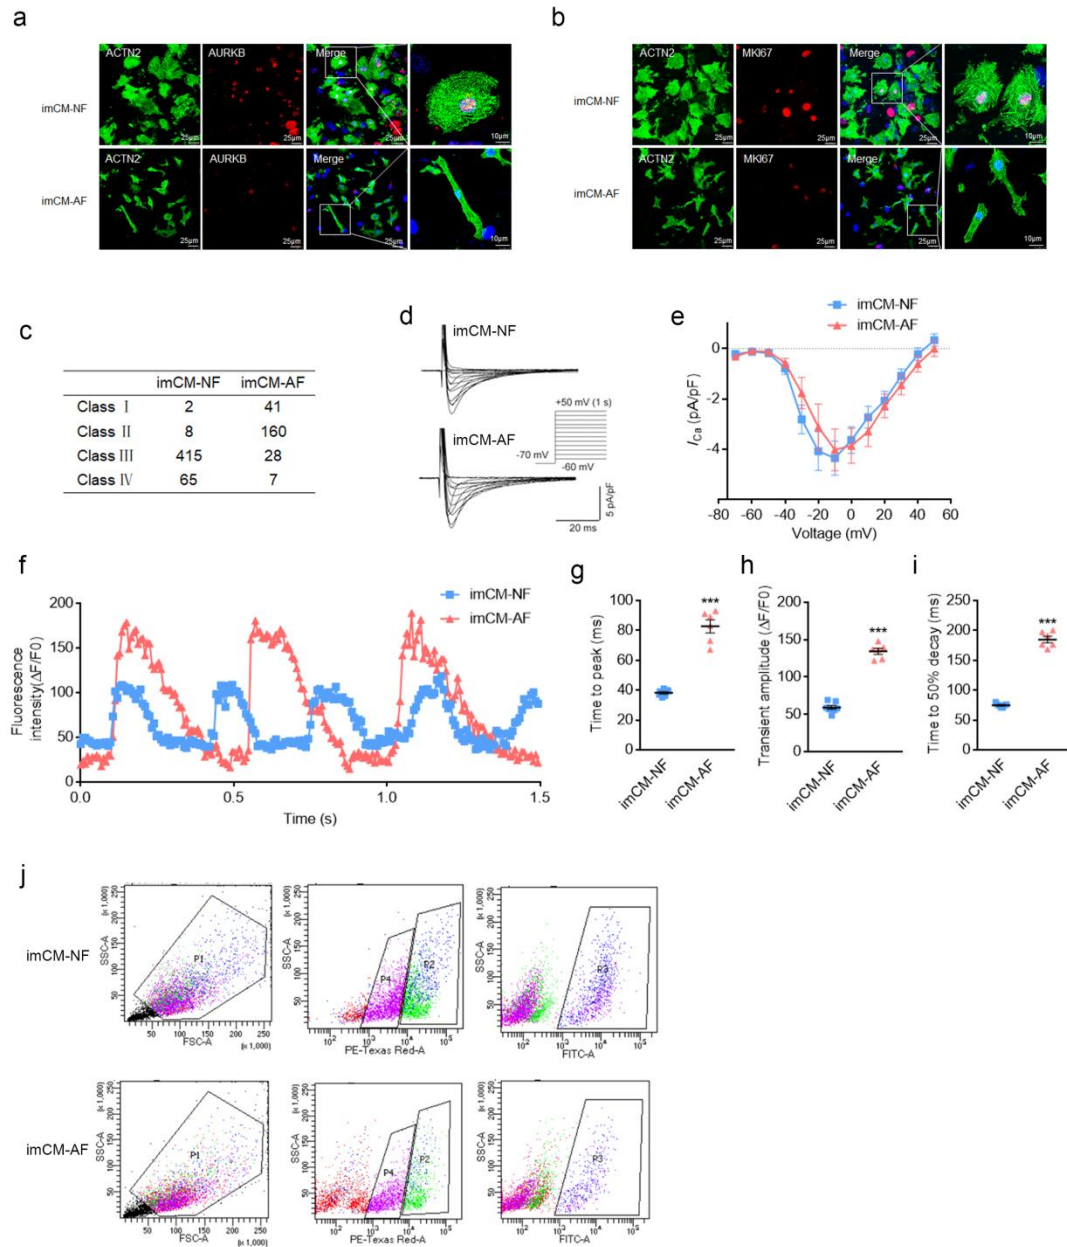

**Supplementary Figure 3. Adult cardiac fibroblasts promote maturation of neonatal CMs.**

**(a-b)** Immunofluorescent (IF) staining against ACTN2 and AURKB (a) or MKI67 (b) in imCMs 3.5 days after co-culture with NFs or AFs, respectively. Scale bar = 10 or 25  $\mu$ m. **(c)** Percentage of CMs in different morphology grades upon co-culture with NFs or AFs, respectively. **(d)** Representative  $I_{Ca}$  tracings of imCMs in co-culture. **(e)** Quantification of (d). Data are plotted as mean  $\pm$  SEM,  $n = 18$  cells in imCM-NF,  $n = 16$  cells in imCM-AF examined over 3 independent experiments, two-sided Student's  $t$ -test. **(f)** Representative tracings of  $Ca^{2+}$

transients in imCMs co-cultured with NF or AF, respectively. **(g-i)** Quantification of time to peak (g), transient amplitude (h), and time to 50% decay (i) in (f). Data are plotted as mean  $\pm$  SEM,  $n = 7$  cells in imCM-NF,  $n = 6$  cells in imCM-AF examined over 3 independent experiments,  $***p < 0.001$ , two-sided Student's  $t$ -test. **(j)** Gating strategies used to collect corresponding cells after co-culture for bulk RNA-Seq (Fig. 5). P1 indicates live cells, P2 (CellTracker<sup>TM</sup> Red CMTPX) indicates imCMs co-cultured with NFs or AFs, P3 (CellTracker<sup>TM</sup> Green CMFDA) indicates NFs (top) or AFs (bottom). Source data are provided as a Source\_Data\_Extended\_Data\_Fig. 3.

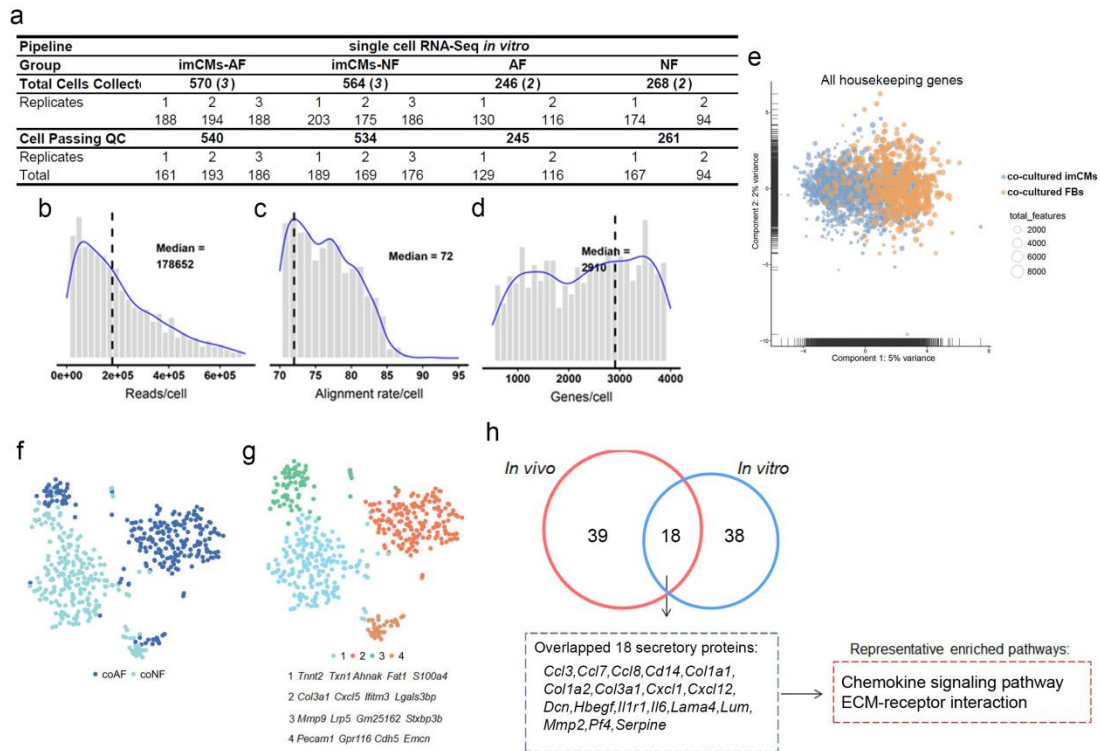

#### Supplementary Figure 4. Identifying conserved signaling pathways in CM maturation.

(a) Numbers of cells in co-culture system processed via single-cell RNA sequencing. imCMs-AF, immature CMs co-cultured with AF; imCMs-NF, immature CMs co-cultured with NF; AF, fibroblast from adult (P56) heart in co-culture system; NF, fibroblast from neonatal (P1) heart in co-culture system; QC, quality control. (b-d) Quality metrics for single-cell RNA-Seq data showing distributions of number of reads per cell (b), alignment rate per cell (c), and number of genes detected per cell (d). (e) Principal component analysis (PCA) of all collected cells using 107 housekeeping genes. (f-g) *t*-SNE clustering of FBs from the co-culture system. Each point represents a single FB, while each color indicates either the source of FB (f) or a cell cluster (g). Right, top 5 markers in each FB subcluster. (h) Venn diagram to show overlapping ligands indicated in cardiac maturation between heart development *in vivo* and co-culture system *in vitro*. All 18 overlapped ligands are listed.

Please see Supplementary Data 31 for the full list.

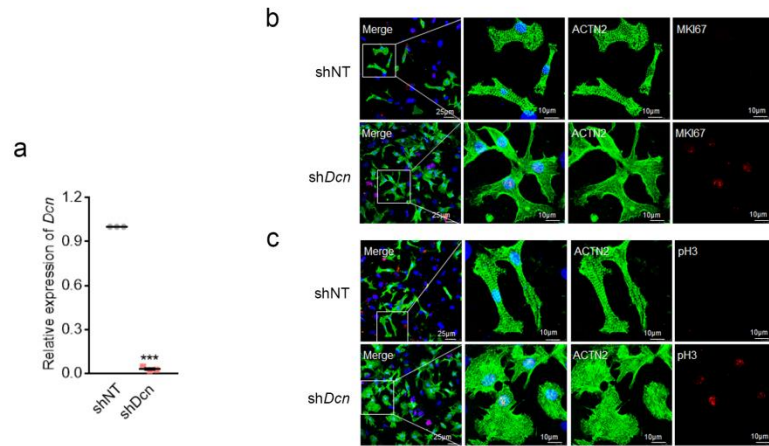

**Supplementary Figure 5. Targeted inhibition of conserved pathways impairs maturation**

*in vitro*. **(a)** Real-time PCR to show knockdown efficiency of *Dcn* after lentivirus infection.

Data are plotted as mean  $\pm$  SEM from 3 independent experiments, \*\*\* $p < 0.001$ , two-sided

Student's *t*-test. **(b-c)** Immunofluorescent (IF) staining against ACTN2 and MKI67 (b) or pH3

(c) in imCMs-AF upon transduction with shNT and sh*Dcn*, respectively. DAPI was applied to

stain nuclei. Scale bar = 25 or 10  $\mu$ m. Source data are provided as a

Source\_Data\_Extended\_Data\_Fig. 5.

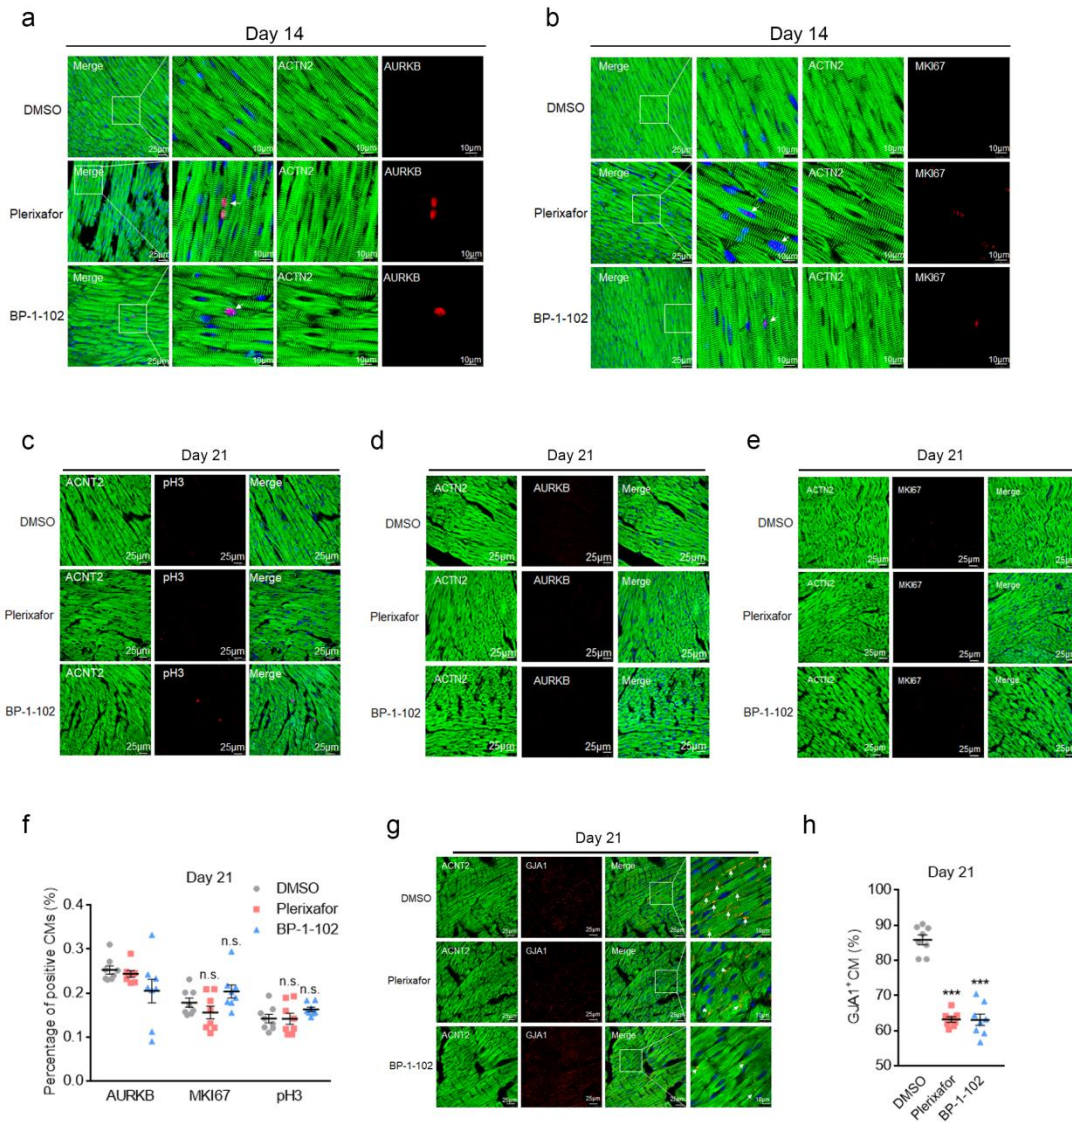

**Supplementary Figure 6. Targeted inhibition of conserved pathways impairs maturation**

*in vivo*. **(a-b)** Immunofluorescent (IF) staining against ACTN2 and AURKB (a) or MKI67 (b) in heart sections from mice treated with DMSO, Plerixafor or BP-1-102 for 14 days, respectively. White arrows indicate co-localized cells. Scale bar = 10 or 25  $\mu$ m. **(c-e)** Immunofluorescent (IF) staining against ACTN2 and pH3 (c), AURKB (d) or MKI67 (e) in heart sections from mice treated with DMSO, Plerixafor or BP-1-102 for 21 days, respectively. Scale bar = 25  $\mu$ m. **(f)** Quantification of ACTN2<sup>+</sup>pH3<sup>+</sup>, ACTN2<sup>+</sup>AURKB<sup>+</sup>, and ACTN2<sup>+</sup>MKI67<sup>+</sup> cells. Data are plotted as mean  $\pm$  SEM, n = 8 biologically independent mice,

n.s., not significant, two-sided Student's *t*-test. **(g)** Immunofluorescent staining of ACTN2 and GJA1 in heart sections from mice treated with DMSO, Plerixafor or BP-1-102 for 21 days, respectively. White arrows indicate co-localization. Scale bar = 10 or 25  $\mu$ m. **(h)** Quantification of ACTN2<sup>+</sup>GJA1<sup>+</sup> cells in (g). Data are plotted as mean  $\pm$  SEM, n = 8 biologically independent mice, \*\*\**p* < 0.001, two-sided Student's *t*-test. Source data are provided as a Source\_Data\_Extended\_Data\_Fig. 6.

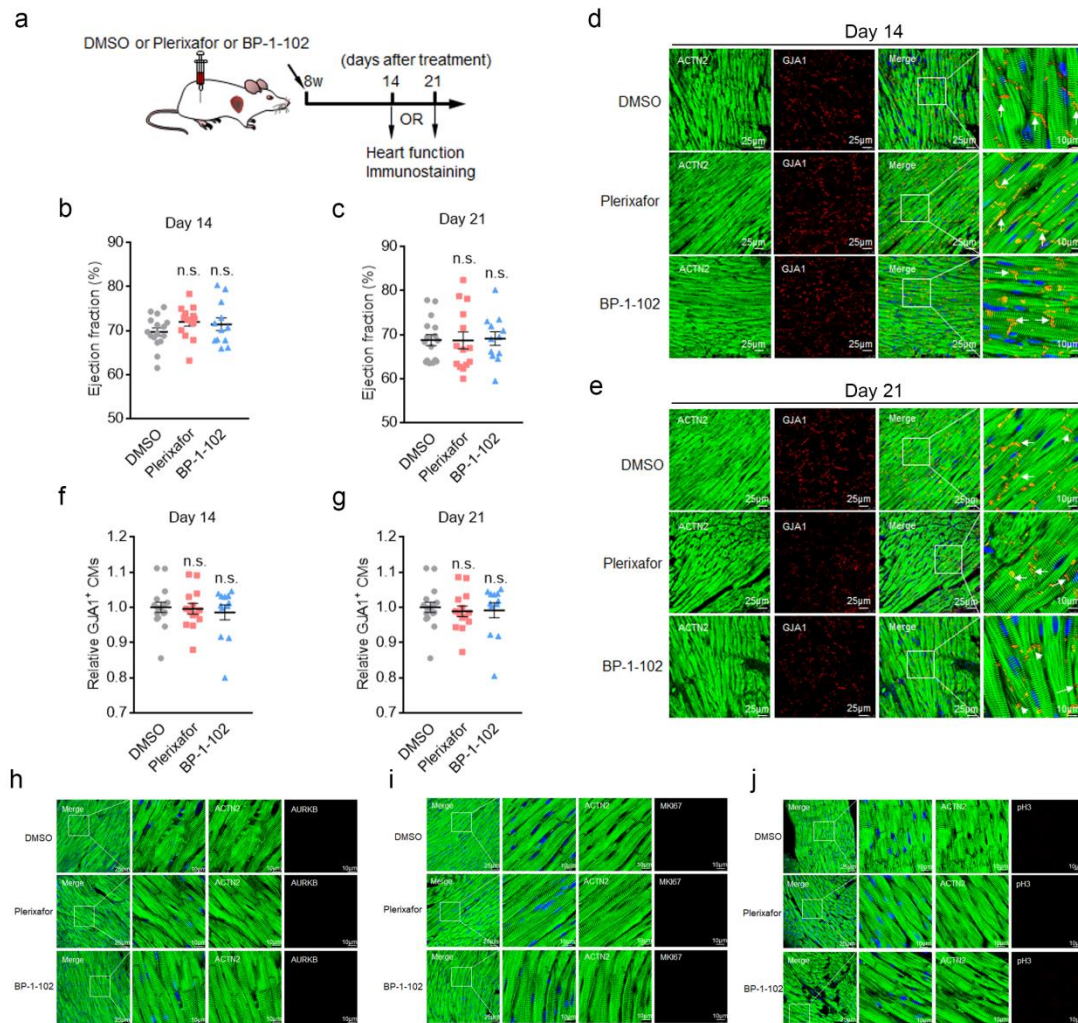

**Supplementary Figure 7. Pathway inhibition is specific to immature CMs.** (a) Workflow of animal experiments. Adult (P56) mice were treated with DMSO, Plerixafor or BP-1-102 for 14 (Day 14) or 21 days (Day 21), respectively. Cardiac function was evaluated at P14 or P21, respectively. (b-c) Ejection fraction of hearts at day 14 (b) or day 21 (c) was measured by echocardiography. Data are plotted as mean  $\pm$  SEM,  $n = 16, 14, 12$  biologically independent mice in DMSO, Plerixafor and BP-1-102 group, respectively, n.s., not significant, two-sided Student's  $t$ -test. (d-e) Immunofluorescent staining of ACTN2 and GJA1 in heart sections from mice treated with DMSO, Plerixafor or BP-1-102 for 14 (d) or 21 (e) days, respectively. White arrows indicate co-localized cells. Scale bar = 10 or 25  $\mu$ m. (f-g)

Quantification of ACTN2<sup>+</sup>GJA1<sup>+</sup> cells (d, e). Data are plotted as mean  $\pm$  SEM, n = 16, 14, 12 biologically independent mice in DMSO, Plerixafor and BP-1-102 group, respectively, n.s., not significant, two-sided Student's *t*-test. **(h-j)** Immunofluorescent staining against ACTN2 and AURKB (h), MKI67 (i), or pH3 (j) in heart sections from mice treated with DMSO, Plerixafor or BP-1-102 for 14 days, respectively. Scale bar = 10 or 25  $\mu$ m. Source data are provided as a Source\_Data\_Extended\_Data\_Fig. 7.

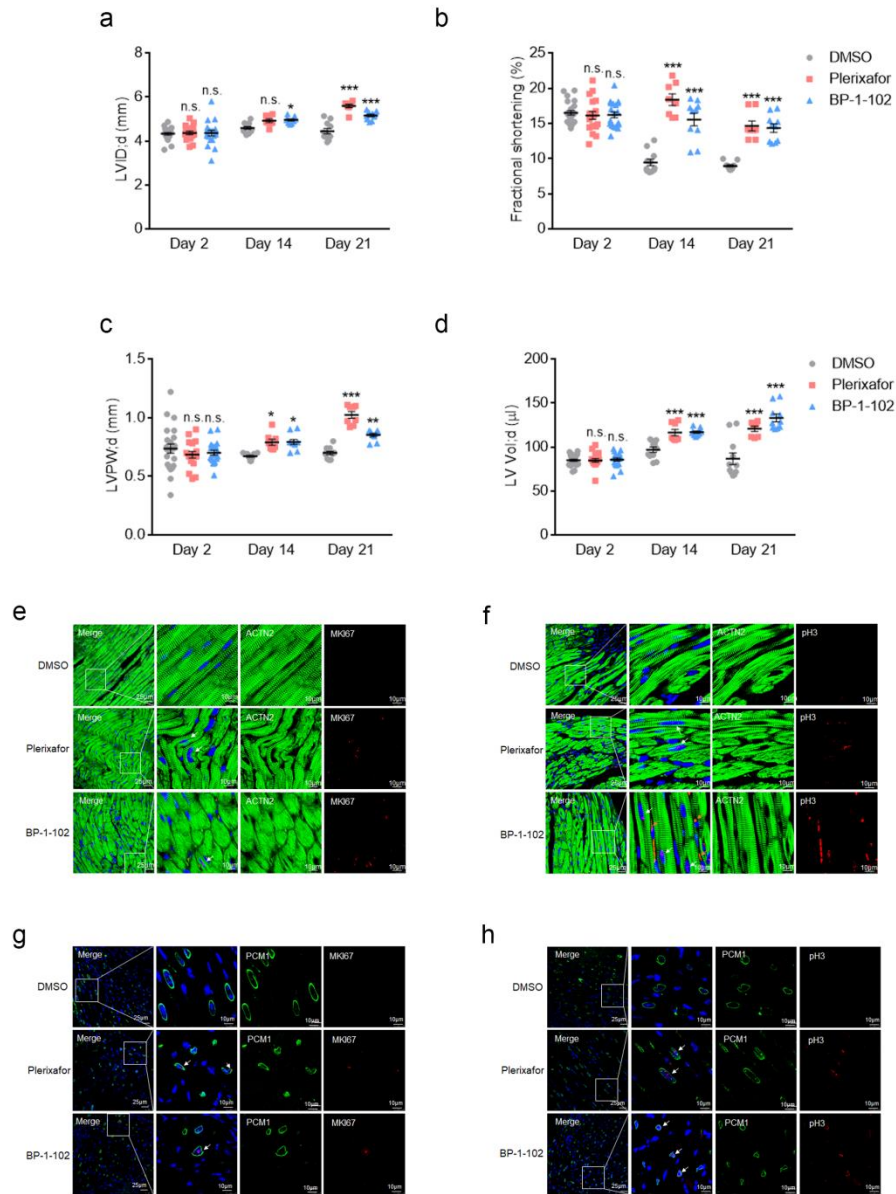

**Supplementary Figure 8. Pathway inhibition reverses CM maturation upon injury. (a-d)**

Quantification of left ventricular end diastolic internal diameter (LVID;d, a), fractional shortening (b), left ventricular end diastolic posterior wall thickness (LVPW;d, c), and left ventricular end diastolic volume (LV Vol;d, d) based on echocardiogram. Data are plotted as mean  $\pm$  SEM,  $n = 23, 18, 20$  biologically independent mice in DMSO, Plerixafor and BP-1-102 group at Day 2, respectively,  $n = 11, 8, 10$  biologically independent mice in DMSO, Plerixafor and BP-1-102 group at Day 14 and Day 21, respectively,  $*p < 0.05$ ,  $**p < 0.01$ ,

\*\*\* $p < 0.001$ , n.s., not significant, two-way ANOVA. **(e-f)** Immunofluorescent staining against ACTN2 and MKI67 (e) or pH3 (f) in border zones of heart sections from MI mice treated with DMSO, Plerixafor or BP-1-102 for 14, respectively. White arrows indicate co-localized cells. Scale bar = 10 or 25  $\mu\text{m}$ . **(g-h)** Immunofluorescent staining against PCM1 and MKI67 (g) or pH3 (h) in the border zones of infarcted heart sections. White arrows indicate co-localized cells. Scale bar = 10 or 25  $\mu\text{m}$ . Source data are provided as a Source\_Data\_Extended\_Data\_Fig. 8.

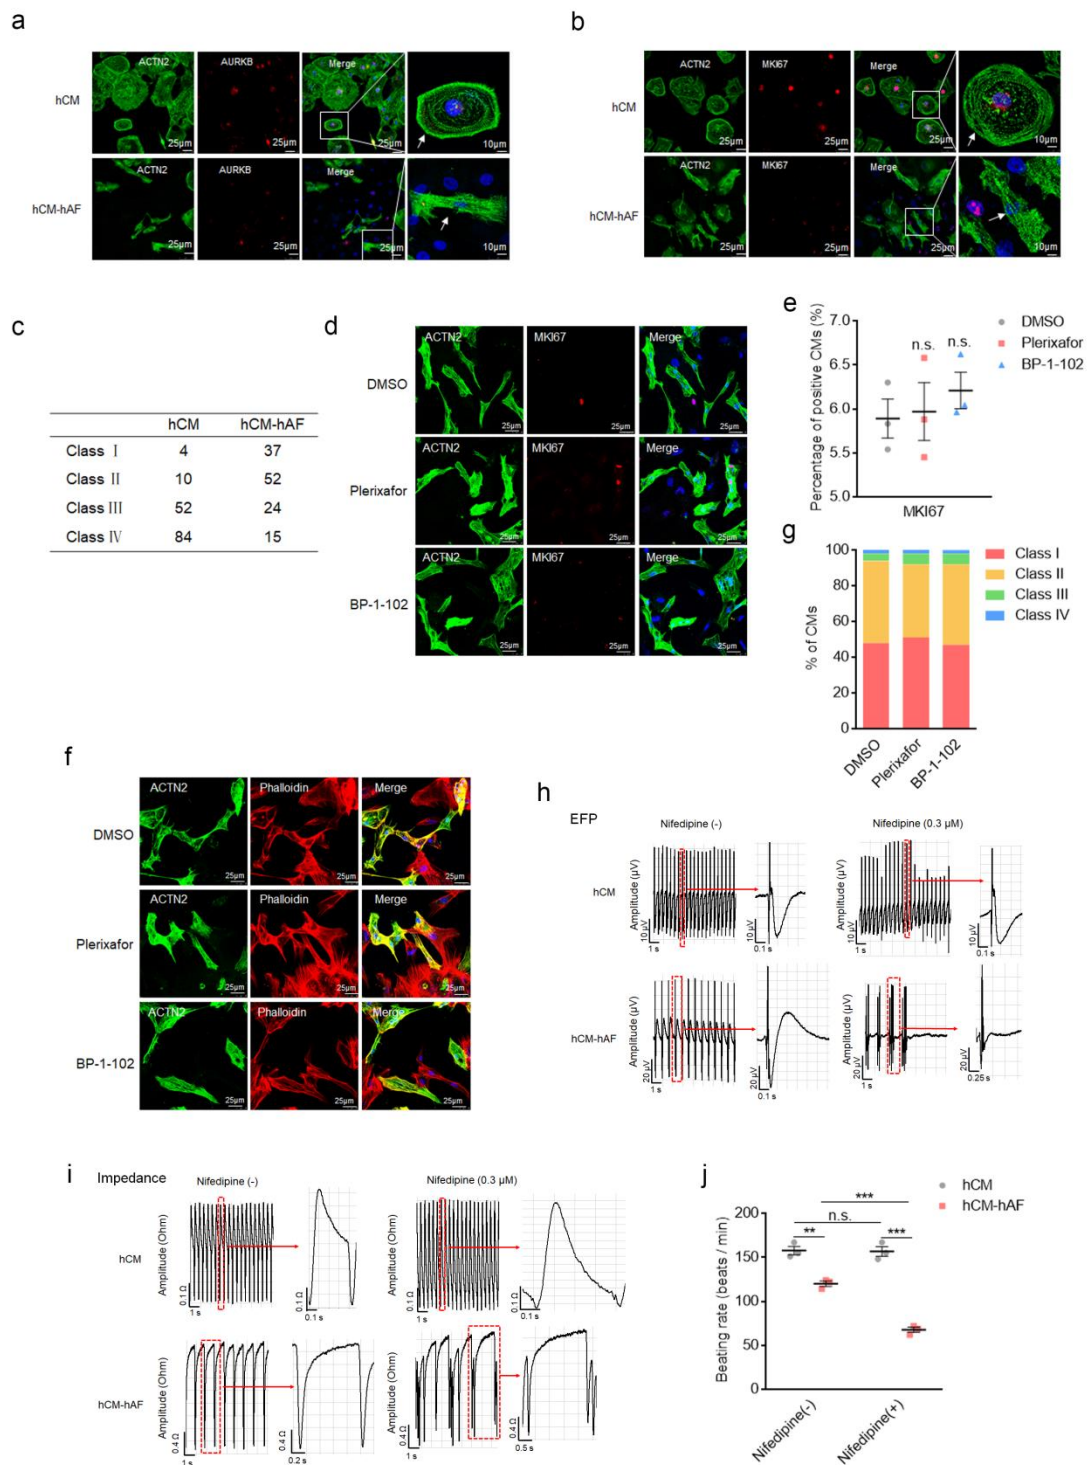

**Supplementary Figure 9. Conserved role of FBs in human cell model. (a-b)**

Immunofluorescent (IF) staining against ACTN2 and AURKB (a) or MKI67 (b) in hESC-CMs 7 days after co-culture with or without hAFs, respectively. White arrows indicate co-localized cells. Scale bar = 10 or 25  $\mu\text{m}$ . (c) Number of CMs in different morphology

grades in the presence or absence of hAFs. **(d)** Immunostaining against ACTN2 and MKI67 in hESC-CMs after co-culture with hAFs in the presence of DMSO, Plerixafor or BP-1-102, respectively. **(e)** Percentage of ACTN2<sup>+</sup>MKI67<sup>+</sup> CMs in (d). Data are plotted as mean  $\pm$  SEM from 3 independent experiments, \*\*\* $p < 0.001$ , two-sided Student's *t*-test. **(f)** Immunostaining against ACTN2 and Phalloidin in hESC-CMs after co-culture with hAFs in the presence of DMSO, Plerixafor or BP-1-102, respectively. **(g)** Percentage of CMs in different morphology grades in (f). **(h-i)** Representative tracings to display cell extracellular field potential (EFP) (h) and impedance (i) in the presence or absence of nifedipine (0.3  $\mu$ M) treatment. **(j)** Quantification of beating rates. Data are plotted as mean  $\pm$  SEM from 3 independent experiments, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , n.s., not significant, two-sided Student's *t*-test. Source data are provided as a Source\_Data\_Extended\_Data\_Fig. 9.

# Supplementary material for: Single-cell analysis of murine fibroblasts identifies neonatal to adult switching that regulates cardiomyocyte maturation
**Source:** Nat Commun. 2020 May 22;11:2585. doi: 10.1038/s41467-020-16204-w
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Single-cell sequencing libraries were generated using the iCell8 platform (Takara), and were sequenced by Illumina NextSeq 500 and basecalled by bcl2fastq (2.18.0.12).                                                                                                                                                                                          |
| Data analysis   | For single cell data analysis, Wafergen pipeline scripts, cutadapt (1.8.1), bowtie2 (2.2.4), fastq_screen (0.5.1), STAR (2.5.2b), subread (1.4.6-p1 command line), kg (0.10.0), R packages: Seurat (2.1.0), scater (1.10.1), SingleCellExperiment (1.4.1), Scraper (1.8.4), monocle (2.6.0), network (1.13.0.1), sna (2.4), GGally (1.4.0) and circlize (0.4.2). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Raw sequencing data generated in this study are publicly available through the GEO database (GSE123547). Single-cell RNA-Seq data of mouse cardiomyocytes in postnatal P1 to P14 (GSE122706) were generated in a completely separate study by our group using the same single-cell platform as in this study, and all publicly available. Corresponding codes can be accessed from GitHub using the following link [https://github.com/LiWangLab/Cardiomyocyte\\_Maturation](https://github.com/LiWangLab/Cardiomyocyte_Maturation). The source data underlying Figs 3d-e, 4c, h-m, o, q, r, t, v, 7b, i, k, 8b, d, f, 9c, and 9i-n and Supplementary Figs 3e-i, 5a, 6f, h, 7b-c, f-g, 8a-d, 9e and 9j are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. We chose the corresponding sample size based on the literature which was sufficient to analyze significance between groups.                    |
| Data exclusions | Data exclusions were only performed in single-cell RNA-Seq analysis. We applied the standard filtering step to exclude cells with low quality based on the criteria from the literature. |
| Replication     | All data were generated from 3 independent experiments unless otherwise specified.                                                                                                       |
| Randomization   | Both C57BL/6 mouse and cultured cells were allocated into experimental groups in random for single-cell RNA-seq, bulk RNA-seq, and animal experiments.                                   |
| Blinding        | The investigators were blinded to group allocate during data collection and analyse.                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Immunostaining with anti-ACTN2 (1:200, ab9465, Abcam, USA), anti-TNNT2 (1:100, ab8295, Abcam, USA), and anti-PCM1 (G-6) (1:50, sc-398365, Santa Cruz, USA) were used as cardiomyocyte markers. To examine cardiac proliferation, the following antibodies were used: monoclonal anti-AURKB antibody (1:100, ab2254, Abcam), anti-MKI67 antibody (1:100, ab15580, Abcam), anti-phospho-histone (pH3) antibody (1:100, 53348, CST). To examine cardiomyocyte maturation, the following antibodies were used: anti-GJA1 antibody (1:100, 15386-1-AP, proteintech), EGR1 antibody (1:100, 55117-1-AP, proteintech), FABP4 antibody (1:100, ab92501, Abcam). To examine fibroblast identity, the following antibodies were used: anti-VIM antibody (ab193555, Abcam), anti-VIM antibody (ab8978, Abcam). The TRITC-Phalloidin reagent (1:300, Thermo Fisher) was used to visualize F-actin for morphology assessment. The secondary antibodies used in this study were fluorescein (FITC488)-conjugated goat anti-mouse IgG (H+L) (1:400, ZA-0511, ZSGB-BIO, China) and Alex Fluor 594-conjugated goat anti-rabbit IgG (H+L) (1:400, ZA-0512, ZSGB-BIO, China). FITC488-conjugated goat anti-rabbit IgG (H+L) (1:400, ZA-0513, ZSGB-BIO, China), Alex Fluor 594-conjugated goat anti-mouse IgG (H+L) (1:400, ZA-0514, ZSGB-BIO, China), and FITC488-conjugated goat anti-rat IgG (H+L) (1:400, ZA-0515, ZSGB-BIO, China). Cell nuclei were counterstained with 0.1% 4', 6-diamidino-2-phenylindole (DAPI, ZSGB-BIO, China). |
| Validation      | All of the antibodies were validated by the manufacturer, related citations or literature.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                               |
|---------------------|-----------------------------------------------|
| Cell line source(s) | H1 was purchased and authenticated from ATCC. |
|---------------------|-----------------------------------------------|

|                                                                      |                                                                                 |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------|
| Authentication                                                       | The use of H1 cell line were directly authenticated by ATCC when purchasing it. |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Eight- to 10-week-old male C57BL/6 mice were used in this study unless otherwise specified. All mice were housed in standard SPF condition with temperatures of 65-75°F (~18-23°C) and with 40-60% humidity. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                      |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                           |
| Ethics oversight        | All animal protocols were approved by the Institutional Animal Care and Use Committee, Experimental Animal Center, Fuwai Hospital, National Center for Cardiovascular Diseases, China.                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                          |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Adult human hearts tissues were resected from healthy donors with failed matching in heart transplantation from the clinic. The donor with age ranging from 20-45 years. |
| Recruitment                | Adult human hearts tissues were resected from healthy donors with failed matching in heart transplantation from the clinic. No bias were introduced in this study.       |
| Ethics oversight           | For the use of human tissue, informed consent was obtained from subjects in the clinic for use of the human heart tissue in research.                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Adult cardiac fibroblasts (passages 3-6) and neonatal imCMs (P1), from C57BL/6J mice were stained by CellTrackerTM Green CMFDA (Thermo, C2925) at 37°C for 20 min, respectively, whereas imCMs were stained with CellTrackerTM Res CMTPX (Invitrogen, C34552) at 37°C for 20 min. Flow cytometry was performed to separate them after co-culture. |
| Instrument                | BD FACS CantoTM II flow cytometry system (BD Biosciences)                                                                                                                                                                                                                                                                                         |
| Software                  | DIVA                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | 100,000~300,000                                                                                                                                                                                                                                                                                                                                   |
| Gating strategy           | CellTrackerTM Green CMFDA: 488nm; CellTrackerTM Res CMTPX: 594nm                                                                                                                                                                                                                                                                                  |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Single-cell analysis of murine fibroblasts identifies neonatal to adult switching that regulates cardiomyocyte maturation
**Source:** Nat Commun. 2020 May 22;11:2585. doi: 10.1038/s41467-020-16204-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

| File Name             | Legend                                                                                                                                                                                                                                                          |
|-----------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Supplementary Data 1  | Enriched pathways in State 1 in CM pseudotime. Functional analysis was performed with enrichGO in clusterProfiler. $P < 0.05$ was considered significant enrichment.                                                                                            |
| Supplementary Data 2  | Enriched pathways in State 2 in CM pseudotime. Functional analysis was performed with enrichGO in clusterProfiler. $P < 0.05$ was considered significant enrichment.                                                                                            |
| Supplementary Data 3  | Enriched pathways in State 7 in CM pseudotime. Functional analysis was performed with enrichGO in clusterProfiler. $P < 0.05$ was considered significant enrichment.                                                                                            |
| Supplementary Data 4  | Enriched pathways in State 6 in CM pseudotime. Functional analysis was performed with enrichGO in clusterProfiler. $P < 0.05$ was considered significant enrichment.                                                                                            |
| Supplementary Data 5  | Enriched pathways in State 8 in CM pseudotime. Functional analysis was performed with enrichGO in clusterProfiler. $P < 0.05$ was considered significant enrichment.                                                                                            |
| Supplementary Data 6  | Enriched pathways in State 9 in CM pseudotime. Functional analysis was performed with enrichGO in clusterProfiler. $P < 0.05$ was considered significant enrichment.                                                                                            |
| Supplementary Data 7  | Top 1000 DEGs along the pseudotime trajectory <i>in vivo</i> . $P$ values and $q$ values were calculated from the likelihood ratio tests in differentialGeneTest in Monocle (v2.6.0). DEGs were ranked by ascending $q$ values, and the top 1000 were selected. |
| Supplementary Data 8  | Full list of DEGs in EC cell clusters <i>in vivo</i> . Differentially expressed genes were identified using a Wilcoxon Rank Sum test with FindAllMarkers in Seurat (v2.1.0).                                                                                    |
| Supplementary Data 9  | Full list of DEGs in FB cell clusters <i>in vivo</i> . Differentially expressed genes were identified using a Wilcoxon Rank Sum test with FindAllMarkers in Seurat (v2.1.0).                                                                                    |
| Supplementary Data 10 | Full list of DEGs in MP cell clusters <i>in vivo</i> . Differentially expressed genes were identified using a Wilcoxon Rank Sum test with FindAllMarkers in Seurat (v2.1.0).                                                                                    |
| Supplementary Data 11 | Full list of DEGs in SMC cell clusters <i>in vivo</i> . Differentially expressed genes were identified using a Wilcoxon Rank Sum test with FindAllMarkers in Seurat (v2.1.0).                                                                                   |
| Supplementary Data 12 | Cell distribution in P1 and P56.                                                                                                                                                                                                                                |
| Supplementary Data 13 | Enriched pathway <i>in vivo</i> in P1 and P56.                                                                                                                                                                                                                  |
| Supplementary Data 14 | Secretory protein list of representative cell clusters <i>in vivo</i> . Differentially expressed genes were identified using a Likelihood-ratio test with FindAllMarkers in Seurat (v2.1.0).                                                                    |
| Supplementary Data 15 | Interaction between nonCM to CM clusters <i>in vivo</i> in P1 and P56.                                                                                                                                                                                          |
| Supplementary Data 16 | DEGs in P1 vs. P56 FBs. Differentially expressed genes were identified using a Likelihood-ratio test with FindMarkers in Seurat (v2.1.0).                                                                                                                       |

|                       |                                                                                                                                                                                                                                                                                   |
|-----------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Supplementary Data 17 | Top 1000 DEGs along the FB pseudotime trajectory <i>in vivo</i> . <i>P</i> values and <i>q</i> values were calculated from the likelihood ratio tests in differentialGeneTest in Monocle (v2.6.0). DEGs were ranked by ascending <i>q</i> values, and the top 1000 were selected. |
| Supplementary Data 18 | Enriched pathways in cluster 3 along FB pseudotime.                                                                                                                                                                                                                               |
| Supplementary Data 19 | Enriched pathways in cluster 1 along FB pseudotime.                                                                                                                                                                                                                               |
| Supplementary Data 20 | Enriched pathways in cluster 4 along FB pseudotime.                                                                                                                                                                                                                               |
| Supplementary Data 21 | Signaling hotspots in P1.                                                                                                                                                                                                                                                         |
| Supplementary Data 22 | Signaling hotspots in P56.                                                                                                                                                                                                                                                        |
| Supplementary Data 23 | Enriched pathways of sigHotspot in condition 1_P1. Functional analysis was performed with enrichKEGG in clusterProfiler. <i>P</i> < 0.05 was considered significant enrichment.                                                                                                   |
| Supplementary Data 24 | Enriched pathways of sigHotspot in condition 2_P56. Functional analysis was performed with enrichKEGG in clusterProfiler. <i>P</i> < 0.05 was considered significant enrichment.                                                                                                  |
| Supplementary Data 25 | Full list of up- and down-regulated genes in RNA-Seq. Differentially expressed genes were identified using linear model with empirical Bayes moderated t-statistics in Limma.                                                                                                     |
| Supplementary Data 26 | logTPM of upregulated and downregulated genes in RNASeq.                                                                                                                                                                                                                          |
| Supplementary Data 27 | DEGs along the pseudotime trajectory <i>in vitro</i> .                                                                                                                                                                                                                            |
| Supplementary Data 28 | Enriched pathway <i>in vitro</i> .                                                                                                                                                                                                                                                |
| Supplementary Data 29 | Secretory protein list of co-cultured FB <i>in vitro</i> . Differentially expressed genes were identified using a Likelihood-ratio test with FindAllMarkers in Seurat (v2.1.0).                                                                                                   |
| Supplementary Data 30 | Unique pathways <i>in vivo</i> and <i>in vitro</i> .                                                                                                                                                                                                                              |
| Supplementary Data 31 | Unique ligands <i>in vivo</i> and <i>in vitro</i> .                                                                                                                                                                                                                               |
| Supplementary Data 32 | Mitochondrial Genes.                                                                                                                                                                                                                                                              |
| Supplementary Data 33 | Full list of housekeeping genes.                                                                                                                                                                                                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

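Single cells of mouse left ventricles at P1, P4, P7 and P14 were measured with the ICELL8 system, with 1 library per stage. The paper gives 7, 5, 6 and 2 mice for these stages. The authors kept read pairs whose read 1 held a known well barcode and a UMI, trimmed them with cutadapt, removed reads matching E. coli, mycoplasma, yeast or adapters, aligned the rest to mm10 with STAR and assigned them to Ensembl genes with featureCounts. The deposited values are counts of UMIs per gene and well, neither normalized nor filtered, with a table of read pairs per well after each step. In that table the number of read pairs left after the removal of contaminants equals the number left after trimming for every well. The Ensembl release is not given in the sources used here. Gene positions are taken from GENCODE M21 on GRCm38, and 31613 of the 32362 genes in the files, mitochondrial genes not counted, were paired with a symbol.

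The 4 libraries hold 5050 wells, of which 40 are control wells, 5 negative and 5 positive in each library. The counts of the 5010 cells summed to between 13247729 UMIs at P14 and 86034023 at P4. Cells were kept with at least 500 detected genes, over 50% alignment of the read pairs left after trimming, fewer than 1000000 UMIs and UMIs within 2 SD of the mean over all cells, and genes were kept that were found in at least 10 cells. The 37 mitochondrial genes were left out of the counts, but the UMI limits were set on the distinct UMI number of the table of read pairs, with a mean of 99531, where the counts with mitochondrial genes had a mean of 52654 and those without 37751. Values were divided by the UMIs of the cell, multiplied by 10000 and transformed to ln(1 + x). Variable genes had a mean between 0.01 and 3 and a dispersion above 1, and the genes named in the text were left out of them, which left 2456 genes. The libraries were integrated by canonical correlation analysis in Seurat 5.3.0 with UMIs and genes per cell regressed out, and cells were clustered on 10 components with 30 nearest neighbours at a resolution of 1. This version differs from the one in the Methods.

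Classes were named from markers fixed in advance, 10 each for CM, EC, FB and MP, 9 for SMC, 8 for TC, 6 for GR, 5 each for epicardial and erythroid cells, and 4 each for B and Schwann cells. A cluster was named where the markers of its best class had a median log2 fold of at least 0.5. The next class had to stay under 0.5 of that value, and the best class to be highest in more than 0.5 of its libraries. A cluster also stayed unnamed where another class had more markers than the best class among its top 10 genes. At resolution 2 this rule left unnamed a cluster of 311 cells whose best class was EC. These thresholds were set after the clusters had been seen. No doublet caller was applied, because wells had been selected by imaging, and an alternative left out the 5% of cells per library with the highest doublet scores, from 2 simulated doublets per cell, 50 neighbours, 20 components and 2000 variable genes.

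Counts were summed over the cells of a class and stage and scaled to CPM, and a change is log2 of the ratio of CPM + 10. Whole lists were described by their median and its percentile among 10000 random lists of the same size, matched in 20 bins of mean expression. Intervals are at 95% confidence, exact binomial for shares of cells and exact Poisson for summed counts, and cover counting error only. A count of 0 allows up to 3 counts. For shares of cells with a UMI, cells were thinned to 5000 UMIs and shallower cells left out. The dissociation-response list holds 17 genes (Fos, Fosb, Jun, Junb, Jund, Egr1, Ier2, Ier3, Atf3, Nr4a1, Btg2, Zfp36, Dusp1, Socs3, Klf6, Hspa1a and Hspa1b).

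With 1 library per stage no test between stages was made. A test on sums per animal with edgeR, and with DESeq2 as its alternative, was to be run only if the files named the animal of each cell. They do not, so neither was run. The genes named in the text are those that the paper's text or figure panels name for these cells, the isoform pairs Myh6 and Myh7 and Tnni3 and Tnni1, and the 5 genes with the largest rise and the 5 with the largest fall in FB-like and in CM-like cells among genes with at least 20 UMIs at P1 or P14 whose CPM at the stage of the higher value was higher in that class than in every other named class. Of the genes under this rule, 1 was left out of clustering like the others but is not reported here. Values in the paper's tables had been seen when the rule was written. The design, the named genes, the cell type markers and most alternatives were fixed before the data were examined.

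The alternatives were a minimum of 1000 genes, UMI limits within each library or none, mitochondrial genes kept, resolutions of 0.5 and 2, 20 components, each library clustered alone, cells with high doublet scores left out, thinned or whole cells, diffusion pseudotime, median-of-ratios size factors, the mean of ln(1 + counts per 10000), a pseudocount of 1 CPM, genes with at least 10 CPM in 1 stage, genes used for clustering left out, the level of other classes subtracted, FB-like clusters with a marker of another class left out, and each region or fraction alone. Those chosen after the data had been seen are named in the closing part on processing. Each step across many genes was tested on simulated data. For P14 against P1 in FB-like cells (20294 genes), 200 of 200 changed genes had the right direction, and the medians for changes of 1 and −1 were 0.87 and −0.81. For CM-like cells (23078 genes) the direction was also right for 200 of 200, with medians of 0.79 and −0.71. Of 200 unchanged lists, 187 in FB-like and 191 in CM-like cells lay between the 2.5th and the 97.5th percentile. Between 99.7% and 100% of simulated cells were named right, and 94.1% of 221 simulated doublets were among the 5% highest scores. These cells were drawn from the summed profile of their own class and library, without variation within a class. Each simulated doublet mixed 2 different classes. Both results therefore do not measure how well real cells are named or real doublets found.

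Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, SeuratObject 5.2.0 and blastn 2.17.0+. Left out were P56 cells, co-cultured cells, the authors' pseudotime states and subclusters, State 6, the GO terms RNA splicing and actin filament organization, whose gene lists were incomplete in the tables at hand, and the terms mitochondrion organization (State 8) and generation of precursor metabolites and energy (State 9), which were not found there.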

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

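The test of the control wells and the one for Gm13339 and Gm13340 were set before their results were seen, and the test of Gm11512 and the comparison of the wells with the cells of each class were chosen only after the results had been seen.

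A negative control well of the P4 library held 18395 UMIs of 3321 genes, and a negative control well of the P1 library held 13816 UMIs of 3838 genes. These wells should hold no cell, and the paper does not report on them. Of the 20 negative control wells, 3 had over 10000 UMIs, the third being a P4 well with 17295 UMIs, and 5 passed the minimums of genes and alignment set for cells. The 5 negative wells of P14 had between 71 and 153 UMIs. If a single cell had entered a well, the markers of 1 class should stand out there, at 2 or more times their mean level over the passing cells. The highest fold of any class was 1.10 in the P1 well, 1.38 and 1.39 in the P4 wells. This limit decides nothing, because the cells of a class do not all reach it for their own markers, with a lowest fold of 1.56 for CM-like cells at P1. EC markers stood at 0.156 of their mean level in the P4 well of 18395 UMIs (6 UMIs) and at 0.511 in the P1 well (12 UMIs), so the wells do not all follow the whole library either. Free RNA, a single cell, several cells in 1 well and a wrong well label all remain open. No biological explanation was tested for control wells.

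Gm13340, a nuclear pseudogene that Fig. 2d lists for SMC_3 but the text does not discuss, had 5292 CPM at P1, 8460 at P4, 11754 at P7 and 89651 at P14 over the passing cells. Its whole sequence aligns to the mitochondrial chromosome, from 5328 to 6872, with 97.6% identity, and that of Gm13339 with 96.7%. Across cells, the share of UMIs on these genes followed the share on mitochondrial genes in every library, with a lowest rank correlation of 0.533. Cells are not independent replicates. Reads of mitochondrial transcripts assigned to the nuclear copies are therefore a candidate explanation for the counts on both genes, and mitochondrial genes took 60.7% of all UMIs at P14. For Gm11512, which aligns over 98.6% of its length with 90.7% identity, the lowest rank correlation was 0.0212, at a level of 34.8 CPM at P1. At P14 it had 2340 CPM and a rank correlation of 0.669, so its earlier counts are too few to decide. Why the mitochondrial share is higher at P14 stays open, since the stage, the isolation and the library change together there.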

How the results depend on the processing

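Chosen only after the data had been seen were the settings without integration, with nuclear copies of mitochondrial genes left out, with only the CM-like cluster of highest marker folds, with source M1 or M2 alone, with alignment over all read pairs, and with gene and UMI pairs or the counts without mitochondrial genes for the UMI limits. Unless stated, the cause of a shift was not tested. Values in parentheses are those reported at the claims.

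Over the results that answer a comparison, 207 values under settings fixed in advance stayed within the interval of the reported value or, for counts of genes, near it, 66 moved and 2 with a called direction changed sign; under added settings, 73 stayed and 25 moved. Of the single genes and other values, 160 stayed, 95 moved and 6 changed sign under settings fixed in advance, and 24, 25 and 3 under added ones. State 7 stayed within its interval under all of its 17 settings, between 0.048 and 0.87. That interval was wide, from −0.22 to 0.97, so this says little about stability. Blocks C2 of CMs and of FBs, whose direction was not called, took both signs. Dcn stayed between 0.60 and 2.55, Lamc1 between 0.52 and 2.84 and Lama2 between 1.53 and 3.80.

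With UMI limits within each library, which by construction keep other cells, 732 cells passed at P1 (674), 1449 at P7 (1509) and 943 at P14 (1010). Of the 4 ligand genes 3 were higher at P14 (4), and Pgf changed by −0.073 (0.77). With the counts without mitochondrial genes for the UMI limits, 1206 cells passed at P4 (1241). Without UMI limits 757 cells passed at P1 and 1316 at P4. With at least 1000 genes, 700 cells passed at P14, FB-like cells were 24.4% at P1 (16.3), 32.7% at P4 (23.6) and 14.7% at P14 (12.3), and stages took 56.1% of housekeeping component 1 (64.0) and 23.7% of component 2 (22.8). Thinning lowered these to 52.2% and 14.8%.

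With each library clustered alone, FB-like cells were 12.3% at P1, 21.6% at P7 (28.1) and 10.1% at P14, and CM block C3 changed by 0.046 (0.088). Without the cells of high doublet score they were 20.6% at P4 and 25.2% at P7, and FB_2 and FB_6 changed by −0.43 and −1.09. Without integration they were 2.67% at P1, 34.7% at P4 and 8.02% at P14, which leaves 18 FB-like cells at P1, and 98.0% of P14 CM-like cells lay above the limit on the coordinate (100). CM blocks C1, C2 and C3 then changed by −1.12 (−1.28), 0.072 (0.019) and 0.19, State 1 fell by 1.00 (−1.22), and FB blocks C1 to C4 changed by 1.98 (1.50), 0.47 (0.13), −0.085 (−0.35) and 0.85 (0.61), FB_2 by −1.24 and FB_6 by −1.02. Of the ligand genes 3 were higher at P14 and 1 at every later stage (3), Pgf changed by −0.058 and Il1r1 by −0.66 (1.73). At resolution 2, 4 ligand genes were higher at every later stage.

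Median-of-ratios size factors, which raise the median of all genes in CM-like cells from −0.48 to −0.02, gave −0.88, 0.14 and 0.46 for CM blocks C1 to C3, −0.69 for State 1, 1.32 for State 2 (0.72), 0.92 for State 8 (0.30) and 1.31 for State 9 (0.70). The mean over cells of ln(1 + counts per 10000), converted to log2 units, shrinks the changes of genes with few counts by construction, so only its signs are set beside the other settings. It gave −0.23 and −0.0030 for CM blocks C1 and C3, −0.45 for State 1, 0.27 for State 2, 0.35 for State 9, −0.35 for FB_3 (−1.19), 0.36 for FB_4 (2.05), 0.045 for FB_5 (0.88), −0.33 for FB_2 (−0.04), −0.26 for FB_6 (−1.39), and 0.11, −0.078, −0.088 and 0.027 for FB blocks C1 to C4. With it 3 ligand genes were higher at P14 and 1 at every later stage, and Pgf changed by −0.011. A pseudocount of 1 CPM gave −1.80, 0.14 and 0.19 for CM blocks C1 to C3, −1.59 for FB_3, −2.21 for FB_6, and 2.12, −0.59 and 1.40 for FB blocks C1, C3 and C4. With genes of at least 10 CPM in 1 stage, which tests fewer genes, CM blocks C1 and C2 changed by −1.41 and −0.14 and FB block C4 by 1.43.

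In region A alone, CM blocks C2 and C3 changed by 0.12 and 0.27, State 2 by 1.03 and State 9 by 0.98, 3 ligand genes were higher at P14 and Pgf changed by −0.59. In the CM fraction, FB blocks C1 to C4 changed by 0.37, −0.67, −0.57 and 0.28, 3 ligand genes were higher at P14, 0 at every later stage, and Pgf changed by −0.34. In the NCM fraction FB blocks C1 and C2 changed by 1.82 and 0.33. In source M1, FB blocks C2 and C4 changed by −0.038 and 0.33, 3 ligand genes were higher and Pgf changed by −0.054. In source M2, FB block C3 changed by −0.52. The rise of Pgf thus rests on region B and source M2, with changes of 2.06 and 1.45.

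With nuclear copies of mitochondrial genes left out, CM blocks C1 to C3 changed by −1.16, 0.063 and 0.23 and State 2 by 0.93. In the CM-like cluster of highest marker folds alone, CM block C3 changed by 0.15 and State 2 by 1.00. With the level of other classes subtracted, FB_1 changed by 0.25 (−0.36), FB_3 and FB_6 by 0, FB_5 by 1.37, Eif5 by 0.85 (−0.67) and Rpl34 by 1.97 (−0.97). A gene whose level in FB-like cells is at or under that of the other classes is set to 0 there at both stages. For Eif5 and Rpl34 little is left at P1, so their reversed signs are no evidence of a rise.

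No paired analysis was possible because each stage is 1 library and no result comes from a test. The test per animal with its 2 alternatives was not run, since the files name no animal. The setting that leaves out FB-like clusters with a marker of another class removed no cluster and says nothing. Region M is absent at P14, CM lists could not be followed in the NCM fraction with its few CM-like cells, and each library alone gave no SMC-like class at P1, no EC- or GR-like class at P7 and no MP-, SMC- or GR-like class at P14. Depth limits the statements on genes with few UMIs in FB-like cells at P1 and P14, such as Notch1 (17 and 2 UMIs), Brca1 (16 and 2) and Ackr2 (6 and 0).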

Differences from the paper's values

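Differences in the numbers of cells were looked at under the settings fixed before the data were examined; no setting was chosen after the values were seen in order to close one.

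The paper's number of FBs at P1 is 188, and 110 FB-like cells were found. The values lie within a factor of 1.5 with at least 1000 genes per cell (162), with UMI limits within each library (133) and without UMI limits (137). They do not at resolution 0.5 (116), at resolution 2 (120), with 20 components (118), with high doublet scores left out (102) or with each library clustered alone (83). The classes were rebuilt here, and 135 P1 cells stayed in unnamed clusters.

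For SMCs at P1 the paper's number is 61, and 27 SMC-like cells were found. No setting brought the values together, with 26 cells at resolution 0.5, 27 at resolution 2, 27 with 20 components, 26 with at least 1000 genes, 24 with UMI limits within each library, 28 without UMI limits and 23 with high doublet scores left out. With each library clustered alone there was no SMC-like class at P1.

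At P14, 1010 cells passed the filters, against the paper's number of about 710 in Supplementary Fig. 1b, read by eye. The 2 values lie within a factor of 1.5. With at least 1000 genes per cell 700 passed, with UMI limits within each library 943, without UMI limits 1017 and with mitochondrial genes kept 1025.

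The paper states that the groups could not be separated by the housekeeping genes. On 103 of these genes, 64.0% of the variance of component 1 lay between the stages, and 52.2% after thinning, whereas 13 of 14 clusters after integration held cells of all 4 libraries.

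The paper states a progressive increase over time for Dcn, Lamc1, Pgf and Lama2 in FBs. Dcn, Lamc1 and Lama2 rose at every stage. Pgf had 51.1 CPM at P4 (47.8 to 54.6) and 46.8 at P7 (43.2 to 50.6), intervals that overlap, and all 4 genes were higher at P14 than at P1. At resolution 2 all 4 genes rose at every stage.

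The paper describes the State 7 genes, typical of P14 CMs, by terms of muscle development among others. The 12 genes of muscle organ development changed by −0.19 from P1 to P14, with 5 higher, while their random lists had a median of −0.45. Over all State 7 terms 15 of 26 genes were higher at P14.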

Other observations

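Chosen only after the result was seen were the tests of shared free RNA of CMs at P1 to P7 and at P14 and of free RNA differing between fractions, 2 of the 3 tests of Dcn (its rise in other classes and the FB markers), the tests of FB_2, FB_3, MP_3, SMC_2, SMC_3 and FB_4, the comparison of the FB markers between the fractions, the choice of 15 control wells, and the test of read pairs per molecule in the failing wells.

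CM transcripts were found in cells of every other class. Between EC-, FB-, MP- and SMC-like cells their summed CPM differed at most 1.27-fold in a library of P1, P4 or P7, as free RNA shared by all wells of a library would give. The 15 negative control wells under the minimums of genes or alignment for cells held these transcripts too, at 6.35% of their 2976 UMIs at P1, 4.58% of 480 at P4, 0.771% of 908 at P7 and 5.52% of 543 at P14. At P14 the sum differed 3.51-fold between these classes, which such shared RNA does not give. Within the fractions of P14 the classes with 10 or more cells differed at most 1.20-fold, so free RNA whose level differs between the CM and NCM fractions is a candidate explanation there. Wells with a CM and a second cell as the whole cause are argued against by Myh6, which at 5000 UMIs was found in 71.5% of FB-like cells at P7, the lowest share of the 4 libraries, and in 100% at P1 and P4. A share of wells with more than 1 cell remains open.

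The rise of Dcn in FB-like cells was 4.14-fold. The CM-derived share of RNA in these cells at P1 allows a factor of at most 2.00 if the CM-like level is taken as that of CM RNA alone, which leaves 2.07-fold. In the other named classes Dcn changed by −0.91. At P14 most of their UMIs came from CM-like cells, of which 354 of 356 lay in the CM fraction. Of the FB-like cells, 94 of 124 lay in the NCM fraction, so this change does not measure free RNA in their wells. From P1 to P7 Dcn rose in the other classes too, from 445 to 1178 CPM, beside 2200 to 6887 in FB-like cells. Less RNA of all other classes at P14 would raise FB genes alike, but the 10 FB markers rose by a median of 1.42-fold, 0.342 of the fold of Dcn, ranged from 0.422 to 3.71-fold, and 3 of them were lower at P14. A rise in free RNA at P14, a different mix of FB-like cells, the isolation and the age of the mice remain open. At P14 Dcn was 3.59 times as high in FB-like cells of the NCM fraction as in those of the CM fraction. The CM-derived shares of 64.3% and 6.82% allow a factor of 2.61, 0.727 of that ratio, with the same assumption. The 10 FB markers together were 3.79 times as high, like Dcn, so dilution by CM RNA remains open.

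The top genes of some subtypes stood in a class near the share at which the markers of another class stood there. Over the libraries the ratio of both shares ranged from 0.894 to 1.19 for the top 5 genes of FB_3 against EC markers in FB-like cells, from 0.655 to 1.02 for the top 5 of MP_3 against FB markers in MP-like cells and from 0.909 to 1.27 for the top 5 of SMC_2 against EC markers in SMC-like cells. RNA of the other class in the wells is a candidate explanation for these top genes in the summed counts, and the longer lists were not tested for it. For the genes of FB_2 against CM markers in FB-like cells it ranged from 1.13 to 1.87, above the markers in every library, so CM RNA may give a part of it and the remainder is open. Whether a part of the cells expresses them was not tested. Fabp4 in the other named classes had 3797 CPM at P1, 5055 at P7 and 2674 at P14.

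The sum of the SMC_3 genes differed 2.56-fold between the classes at P14, more than the 2-fold set for a signal of the whole library. It rose in every class, so it is no signal of SMC-like cells alone. Mmp9 and Lrp5 held 4.97% and 3.13% of the UMIs in the negative control wells of P14, and Gm13340 held 3.13%.

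The top 5 genes of FB_4 together rose 15.1-fold from P1 to P4, and the 17 dissociation-response genes by a median of at least 1.69 on the log2 scale in each of the 5 classes between these stages, which share the isolation method. The change of method at P14 therefore does not explain these early rises. Against P1, the list stood at 2.17 at P7 and at 2.88 at P14 in FB-like cells. It was also higher at P14 than at P7 in EC-like (2.32 and 2.75) and MP-like cells (2.95 and 3.38). In CM-like (2.55 and 1.50) and SMC-like cells (3.05 and 2.88) it was lower at P14, so the classes did not move alike between these stages. The part between P7 and P14 stays open, and so does a difference in handling between the P1 and P4 preparations.

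The 394 P14 cells that failed had a median of 35119 read pairs, 0.139 of the 251828 in passing cells, as a low depth of sequencing would give. They had 13.1 read pairs for each pair of gene and UMI, against 12.6 in passing cells, a ratio of 1.04, so too few reads for the molecules in the well are argued against. Wells that gave few molecules remain as an explanation that was not tested.

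The separation of the stages on the housekeeping genes kept 0.815 of its share after thinning, so depth is not its whole cause. With 1 library per stage, a library batch and the age cannot be told apart.

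In CM-like cells, Tnni1 fell from 2667 CPM at P1 to 19.8 at P14, and Myh7 from 3560 to 774, while Tnni3 rose from 3918 to 7107 and Pln from 2523 to 5006. Acta1 had 17.7 CPM at P1 and 43.4 at P14. The largest changes are given among genes whose CPM, at the stage of the higher value, was higher in that class than in every other named class, a rule that leaves out Egr1 and Fosb in FB-like cells. The largest rises in CM-like cells were Gm11512 (5.47), Gm13340 (3.85), Gm11408 (3.54) and Gm11410 (3.50), all copies of mitochondrial sequence, and Xirp2 (3.27). The largest falls were Tnni1 (−6.49), Spc25 (−3.90), Ptgds (−3.78), Tpx2 (−3.65) and Gm11223 (−3.36). In FB-like cells the largest rises were Hmcn2 (4.91), Plxdc2 (4.34), C3 (4.27), Adamtsl2 (4.15) and Pi16 (4.02), and the largest falls Dlk1 (−4.67), Wfdc18 (−3.70), Samd15 (−3.50), Clca3a1 (−3.15) and Zmat2 (−2.86), with 0 UMIs of Wfdc18 and Samd15 at P14.

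The terms of States 8 and 9, which the paper reports for P56, changed in CM-like cells from P1 to P14 by 0.30 (21 of 26 genes higher) and 0.70 (37 of 40 higher), after −1.45 and −1.06 at P7. In FB-like cells Vim changed by −1.35 and Cxcl12 by −0.04. Il1r1 had 48.0 CPM at P1, 20.4 at P4, 27.9 at P7 and 182 at P14.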
